# MCTR3 reprograms arthritic monocytes to upregulate Arginase-1 and exert pro-resolving and tissue-protective functions in experimental arthritis

**DOI:** 10.1016/j.ebiom.2022.103974

**Published:** 2022-04-14

**Authors:** Kimberly Pistorius, Lucy Ly, Patricia R. Souza, Esteban A. Gomez, Duco S. Koenis, Ana R. Rodriguez, Julie Foster, Jane Sosabowski, Mark Hopkinson, Vinothini Rajeeve, Bernd W. Spur, Andrew Pitsillides, Costantino Pitzalis, Jesmond Dalli

**Keywords:** SPM, Resolution, Rheumatoid arthritis, Macrophages, Tissue repair

## Abstract

**Background:**

Rheumatoid arthritis (RA) is a progressive degenerative disorder that leads to joint destruction. Available treatments only target the inflammatory component with minimal impact on joint repair. We recently uncovered a previously unappreciated family of pro-resolving mediators, the maresin conjugate in tissue regeneration (MCTR), that display both immunoregulatory and tissue-protective activities. Thus, we queried whether the production of these autacoids is disrupted in RA patients and whether they can be useful in treating joint inflammation and promoting joint repair.

**Methods:**

Using a highly phenotyped RA cohort we evaluated plasma MCTR concentrations and correlated these to clinical markers of disease activity. To evaluate the immunoregulatory and tissue reparative activities we employed both *in vivo* models of arthritis and organ culture models.

**Findings:**

Herein, we observed that plasma MCTR3 concentrations were negatively correlated with joint disease activity and severity in RA patients. Evaluation of the mechanisms engaged by this mediator in arthritic mice demonstrated that MCTR3 reprograms monocytes to confer enduring joint protective properties. Single cell transcriptomic profiling and flow cytometric evaluation of macrophages from mice treated with MCTR3-reprogrammed monocytes revealed a role for Arginase-1 (Arg-1) in mediating their joint reparative and pro-resolving activities. Arg-1 inhibition reversed both the anti-arthritic and tissue reparative actions of MCTR3-reprogrammed monocytes.

**Interpretation:**

Our findings demonstrate that circulating MCTR3 levels are negatively correlated with disease in RA. When administered to mice *in vivo*, MCTR3 displayed both anti-inflammatory and joint reparative activities, protecting both cartilage and bone in murine arthritis. These activities were, at least in part, mediated *via* the reprogramming of mononuclear phagocyte responses.

**Funding:**

This work was supported by funding from the European Research Council (ERC) under the European Union's Horizon 2020 research and innovation programme (grant no: 677542) and the Barts Charity (grant no: MGU0343) to J.D. J.D. is also supported by a Sir Henry Dale Fellowship jointly funded by the Wellcome Trust and the Royal Society (grant 107613/Z/15/Z).

**Research in context**

**Evidence before this study**

Current therapeutic strategies used to treat patients with chronic inflammatory disorders are primarily targeted to curtail inflammation with limited abilities to engage reparative mechanisms. This is a major shortcoming of these treatments given that the inflammatory process in many chronic inflammatory disorders results in significant tissue and organ damage. One such example are patients with Rheumatoid Arthritis (RA), where the chronic inflammatory process leads to the destruction of joints leading to permanent disability.

**Added value of this study**

In the present studies we found that the circulating concentrations of the tissue protective factor Maresin Conjugate in Tissue Regeneration 3 (MCTR3) are negatively correlated with joint damage and disease in patients with RA. Evaluation of the activities of this mediator in models of joint inflammation demonstrated MCTR3 potently decreased joint inflammation and promoted tissue repair. These remarkable anti-inflammatory and tissue reparative activities of MCTR3 were, at least in part, mediated *via* the reprogramming of circulating monocytes to yield macrophages with enhanced anti-inflammatory and tissue reparative properties.

**Implications of all the available evidence**

Thus, these finding indicate that MCTR3 or molecules based on this mediator may provide previously unappreciated leads for the development of therapeutics that can target both the inflammatory component and promote tissue repair in chronic inflammatory conditions.

Alt-text: Unlabelled box

## Introduction

Rheumatoid arthritis (RA) is a chronic inflammatory disorder characterized by dysregulated immune activation and unremitting inflammation.^1^, ^2^, ^3^, ^4^, ^5^ This persistent inflammatory response is linked with a progressive destruction of joints, leading to substantial morbidity and a reduction in quality of life. Significant progress has been made in the last few decades in both the early diagnosis and treatment of patients with RA.^1^, ^2^, ^3^, ^4^, ^5^ In particular the development of biological drugs that target molecules linked with the propagation of arthritic inflammation, including tumour necrosis factor (TNF) and interleukin (IL)-6, has transformed the management of patients with this otherwise debilitating condition. Despite these major leaps forward in the treatment of patients with RA, available therapeutics only target the inflammatory component of the disease without rectifying the extensive damage that occurs within the joints.^6^ Furthermore, a significant portion of patients build resistance to many of these biological drugs with time, limiting their effectiveness. Thus, there is a need for the development of therapeutics that not only limit arthritic inflammation but also promote joint repair.

The immune system plays a central role in both the propagation of joint inflammation as well as the observed tissue destruction.^7^, ^8^, ^9^, ^10^, ^11^ Among the immune cells known to participate in both the onset and termination of rheumatoid arthritis are monocytes^10^, ^11^, ^12^ Findings made in experimental systems suggest that non-classical monocytes contribute to the onset of inflammatory arthritis, whereas classical monocytes are linked with the resolution of joint disease.^10^^,^^12^ Elegant investigations with human synovial tissues also suggest a role for monocyte-derived macrophages (MDM) in both the propagation and termination of human disease. Single cell RNA-sequencing (scRNA-seq) analysis of synovial cells from patients with active RA identified a subset of macrophages that displays a pro-inflammatory phenotype and promoted fibroblast invasiveness.^13^ On the other hand, scRNA-seq analysis of synovial macrophages from RA patients in remission identified two macrophage subsets that were enriched in genes linked with the negative regulation of inflammation and produce higher amounts of the specialized pro-resolving mediator (SPM) Resolvin D1.^14^ These observations are in line with recent findings detailing a link between disruptions in SPM pathways, including SPM formation and activity, and the onset and progression of inflammatory arthritis.^15^, ^16^, ^17^, ^18^

SPM are produced *via* the enzymatic conversion of essential fatty acids, primarily the omega-3 fatty acids eicosapentaenoic acid, n-3 docosapentaenoic acid and docosahexaenoic acid.^19^^,^^20^ These autacoids are classified into four main families termed as lipoxins, resolvins, protectins and maresins. Studies investigating endogenous mechanisms activated during self-limited inflammation that expedite the resolution of inflammation and promote the repair of damaged tissues uncovered previously unappreciated peptide-lipid conjugated mediators.^21^^,^^22^ This family of mediators, named as maresin conjugates in tissue regeneration (MCTR), is produced *via* the stereoselective conversion of the omega-3 fatty acid docosahexaenoic acid.^21^^,^^23^ MCTRs share key defining biological activities with other SPM, such as their ability to counter-regulate the production of inflammatory mediators, including eicosanoids and cytokines.^21^^,^^22^ They also limit activity of inflammatory molecules, where for example, in the lung they reduce LTD_4_-induced airway contraction and methacholine-induced hyperreactivity.^24^ MCTRs also exert potent tissue regenerative activities promoting tissue regeneration in surgically injured planaria.^21^^,^^22^

Given that MCTRs exert both inflammation-modulating and tissue-reparative activities in the present studies we evaluated whether MCTR levels are linked with disease severity in patients with RA, finding a significant negative correlation between plasma MCTR3 and joint disease activity. Administration of MCTR3 during peak of arthritic disease led to significant reduction in joint inflammation, as well as cartilage and bone protection. *Ex vivo* treatment of monocytes from arthritic mice with MCTR3 was sufficient to reprogram these cells to recapitulate the joint protective activities observed following the systemic administration of MCTR3. These results suggest that mononuclear phagocytes play a key role in the observed anti-arthritic and reparative activities exerted by this autacoid.

## Methods

### RA patient samples

Plasma samples were taken from RA patients who were DMARDs and steroid-naive, had symptoms duration <12 months, and fulfilled the ACR/EULAR 2010 classification criteria for RA and recruited into the Pathobiology of Early Arthritis Cohort (PEAC http://www.peac-mrc.mds.qmul.ac.uk). The PEAC cohort study was approved by the King's College Hospital Research Ethics Committee (REC 05/Q0703/198). Patients provided informed consent. Peripheral blood samples were obtained from patients recruited at Barts Health NHS Trust undergoing ultrasound (US)-guided synovial biopsy.^25^

### Targeted lipid mediator profiling

All samples were extracted using solid-phase extraction columns as in.^26^ In brief, samples were placed in ice-cold methanol containing deuterated internal standards (d_8_-5S-HETE, d_4_-LTB_4_, d_5_-LXA_4_, d_4_-PGE_2_, d_5_-RvD2, d_5_-MaR1, d_5_-MaR2, d_5_-RvD3, d_4_-RvE1, d_5_-17R-RvD1, d_5_-LTC_4_, d_5_-LTD_4_ and d_5_-LTE_4_) representing each chromatographic region of identified LMs. Following protein precipitation (-20°C for a minimum of 45 min), samples were centrifuged and supernatants extracted using an ExtraHera System (Biotage) using solid-phase extraction with Isolute C18 500 mg columns (Biotage). Methyl formate and methanol fractions were collected, brought to dryness and resuspended in phase (methanol/water, 1:1, vol/vol) for injection on a Shimadzu LC-20AD HPLC and a Shimadzu SIL-20AC autoinjector, paired with a QTrap 5500 or QTrap 6500+ (Sciex). In the analysis of mediators eluted in the methyl formate fraction, an Agilent Poroshell 120 EC-C18 column (100 mm × 4.6 mm × 2.7 μm) was kept at 50°C and mediators eluted using a mobile phase consisting of methanol/water/acetic acid of 20:80:0.01 (vol/vol/vol) that was ramped to 50:50:0.01 (vol/vol/vol) over 0.5 min and then to 80:20:0.01 (vol/vol/vol) from 2 min to 11 min, maintained till 14.5 min and then rapidly ramped to 98:2:0.01 (vol/vol/vol) for the next 0.1 min. This was subsequently maintained at 98:2:0.01 (vol/vol/vol) for 5.4 min, and the flow rate was maintained at 0.5 ml/min. QTrap 5500 was operated in negative ionization mode using a multiple reaction monitoring method. In the analysis of mediators eluted in the methanol fraction, an Agilent Poroshell 120 EC-C18 column (100 mm × 4.6 mm × 2.7 μm) was kept at 50°C and mediators eluted using a mobile phase consisting of methanol/water/acetic acid 55:45:0.5 (vol/vol/vol) over 5 min, that was ramped to 80:20:0.5 (vol/vol/vol) for 2 min, maintained at 80:20:0.5 (vol/vol/vol) for the successive 3 min and ramped to 98:2:0.5 (vol/vol/vol) over 3 min. This condition was kept for 3 min. QTrap 6500+ was operated in positive ionization mode using a multiple reaction monitoring method. Each lipid mediator was identified using established criteria, including:^1^ matching retention time to synthetic or authentic standards,^2^ ≥5 data points, and^3^ signal to noise ratio ≥5. Calibration curves were obtained for each mediator using synthetic compound mixtures at 0.78, 1.56, 3.12, 6.25, 12.5, 25, 50, 100, and 200 pg that gave linear calibration curves with an r^2^ values of 0.98–0.99.

### Putrescine quantification

To extract putrescine 50 μL of 200 ng/mL 1,4-diaminobutane-2,2,3,3-d_4_ dihydrochloride (d_4_-putrescine) and 250 μL 6% TCA were added to pulverized paws tissues, which were further homogenized using a Percellys 24 homogenizer. The resultant suspension was incubated on ice for 1 hour, then centrifuged at 10 000 x *g* for 10 minutes at 4°C. The supernatant was then collected and levels of putrescine and d_4_-putrescine were determined using a Shimadzu LC-20AD HPLC and a Shimadzu SIL-20AC autoinjector, paired with a QTrap 5500 (Sciex) operated in positive ionization mode using a multiple reaction monitoring method with the following transitions being used for the quantitation of putrescine – m/z 89>72 and d_4_-putrescine – m/z 97>76. An Agilent Poroshell 120 EC-C18 column (100 mm × 4.6 mm × 2.7 μm) kept at 30°C was used in the analysis of these molecules which were eluted using a mobile phase consisting of methanol/water/acetic acid 100:0:0.5 (vol/vol/vol) that was ramped to 0:100:0.5 (vol/vol/vol) over a 5 min period.

### Animal studies

10-week-old C57BL/6 mice (Charles River, UK), DBA/1 mice (Charles River, UK) and C57BL/6-Ly5.1 mice (Charles River, Italy) were used in the reported studies. All animal experiments were performed strictly in accordance with United Kingdom Home Office regulations (Guidance on the Operation of Animals, Scientific Procedures Act) and Laboratory Animal Science Association Guidelines (Guiding Principles on Good Practice for Animal Welfare and Ethical Review Bodies) and according to protocols detailed in a UK Home Office approved protocol (P998AB295). Mice were kept in specific pathogen free housing, food and water were provided *ad libitum* and kept with a 12h light-dark cycle, with lights on between 7:00 h and 19:00h. All animals were randomized to treatment of vehicle group prior.

### Inflammatory arthritis

*Glucose-6-phosphate isomerase (G6PI) peptide induced arthritis:* Antigen DBA/1 mice were immunised with a G6PI emulsion (100 µL/mouse), prepared by sonication of 10 µg G6PI peptide (Sequence: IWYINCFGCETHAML; Cambridge Peptides Ltd.) in 50 µL complete Freund's adjuvant (CFA) and 50 µL DPBS^−/−^ per mouse (Schubert et al., 2004), *via* intradermal injection at the base of the tail to initiate inflammatory arthritis. Arthritic DBA/1 mice were treated with 1 µg/mouse MCTR3 or vehicle (DPBS^−/−^ + 0.1 % EtOH) on day 24, 26 and 28 intravenously (i.v.). Paws were collected for microCT analysis and flow cytometry on day 36.

*K/BxN serum induced arthritis:* Arthritogenic K/BxN serum (100 µL/mouse) was administered *via* intraperitoneal (i.p.) injection to C57BL/6 mice on day 0 and 2 to induce self-resolving inflammatory arthritis.^27^ Disease severity was evaluated using a 26-point arthritic scoring system and ankle and pad oedema was measured daily using callipers.^16^ For femur head collection and BM cell isolations for *in vitro* cell cultures, mice were culled on Day 5. Otherwise, mice were administered a third K/BxN serum injection on either day 8 or 9 to prolong inflammatory arthritis. Mice were then treated *i.v*. with vehicle (DPBS^−/−^ + 0.1 % EtOH) or 1 µg/mouse MCTR3 on day 10, 12 and 14 and on day 25, paws were collected for histology and flow cytometry and blood was collected for ELISAs. MCTR3 was obtained *via* total organic synthesis as previously reported^28^ and its concentration was determined using its UV absorbance characteristics (see Figure S2 for compound validation).

In separate experiments, arthritis was initiated and prolonged as detailed above. On day 12, mice were treated *via i.v* injection with 2×10^6^ BM derived monocytes, obtained from arthritic C57BL/6 mice that were isolated and trained as detailed below. Paws were collected for flow cytometry, single cell RNA sequencing and histology on day 22.

In other experiments, arthritis was initiated and prolonged as above, on day 12 they were treated with vehicle or 200 µg N^ω^-Hydroxy-nor-L-arginine (nor-NOHA), an arginase 1 inhibitor, administered *via i.p*. injections daily. On Day 22 paws were collected for flow cytometry.

### Bone marrow isolations

Bone marrow cells were collected from naive DBA/1 mice, arthritic C57BL/6 mice on day 5 after the initial K/BxN injection or arthritic C57BL/6 mice on day 12 after the initiation of arthritis (see above). Briefly, femurs, tibiae and humeri were placed in 70 % EtOH and rinsed in DPBS^−/−^. The epiphysis was removed, and a 25G needle was used to flush the bone marrow with 2 mL DPBS^−/−^ per bone. Cells were dispersed gently with a 19G needle, filtered through a 70 µM strainer, centrifuged at 400 x *g* for 5 minutes at 4°C and suspended in DPBS^+/+^.

*For monocyte adoptive transfer experiments,* bone marrow-derived monocytes were isolated using EasySep™ Mouse Monocyte Isolation Kit (STEMCELL) according to manufacturer's instructions. Isolated monocytes from arthritic C57BL/6 mice were labelled with PKH67 Red Fluorescent Cell Linker kit (Sigma), following manufacturer's instructions. Monocytes were then incubated with either vehicle (DPBS^+/+^ + 0.01 % EtOH) or 1 nM MCTR3 for 90 min at 37°C. In separate experiments monocytes were first incubated with vehicle (DPBS^+/+^ + 0.1 % DMSO) or 10 µM RG108 (Sigma) for 15 min, prior to incubation with MCTR3 (1nM) or vehicle (DPBS^+/+^ + 0.01 % EtOH; 37°C).

In other experiments bone marrow cells were isolated from bone long bones collected from arthritic mice 5 days after the initiation of arthritis and seeded into 10 cm dishes. These were then incubated at 37°C for 45 minutes in DPBS^+/+^, the supernatant was removed and cells were washed with DPBS^−/−^ to remove non-adherent cells. Adherent cells were incubated with either 10 µM RG108 or a vehicle (DPBS^+/+^+ 0.1 % DMSO) for 45 minutes in 5 mL DMEM containing 1% penicillin and streptomycin (P/S), following which, 1 nM MCTR3 or vehicle (DPBS^+/+^ + 0.1 % EtOH) was added to the media. After 2 hours, an additional 5 mL DMEM containing 1 % P/S and 0.2 % FBS (for a final concentration of 0.1 % FBS) was added and the cells were incubated at 37°C at 5 % CO_2_ for a further 22 hours. Media was replaced with DMEM containing 1 % P/S, 10 % FBS and 20 ng/mL murine GM-CSF, and incubated for a further 4 days to allow for macrophage differentiation. Subsequently, macrophages were detached using 5 mM EDTA in DPBS^−/−^ and seeded, at 1.5×10^5^ cells/well, into 24-well Transwell plates in DMEM containing 1 % P/S and 10 % FBS for co-incubations with femoral heads. In separate experiments, BM derived monocytes were treated as described above, and following the replacement of media with DMEM containing 1 % P/S, 10 % FBS and 20 ng/mL murine GM-CSF, monocytes were allowed to differentiate for a further 6 days. Media was refreshed after 3 days.

To evaluate the role of Arg-1 in mediating the joint protective actions of monocyte derived macrophages, bone marrow monocytes were incubated with vehicle (DPBS + 0.1 % EtOH) or 1 nM MCTR3 in 5 mL DMEM containing 1% P/S for 2 hours at 37°C at 5 % CO_2_, after which an additional 5 mL DMEM containing 1 % P/S and 0.2 % FBS (for a final concentration of 0.1 % FBS) was added and the cells were incubated for a further 22 hours. Media was then replaced with DMEM containing 1 % P/S, 10 % FBS and 20 ng/mL murine GM-CSF and incubated for a further 2 days. Adherent cells were detached with 5 mM EDTA in DPBS^−/−^ and seeded into 24-well Transwell plates, at 2×10^5^ cells/well. Cells were then incubated in serum-free Accell siRNA delivery medium containing either 1 µM Accell anti-mouse *Arg1* siRNA SMARTpool or mouse control siRNA (Dharmacon) at 37°C at 5 % CO_2_ for 48 hours. Cells were washed with DPBS^−/−^ and DMEM containing 1 % P/S and 10 % FBS was added to the cells for co-incubations with femur heads.

### Femur head isolation and culture

Femur heads were collected as described in.^29^ Femur heads were removed from arthritic C57BL/6 mice, washed in 70 % EtOH, then in DPBS^−/−^, and incubated in 200 µL pre-warmed serum-free DMEM containing high glucose and 1% insulin-transferrin-selenium for 48 hours at 37°C and 5 % CO_2_. The medium was replaced with DMEM containing 10 % FBS and 10 ng/mL IL-1β and femur heads were incubated for a further 72 hours. These were then co-incubated with MDM that were prepared as detailed above for 48 hours at 37°C and 5 % CO_2_. Tissues were then collected and fixed in 10 % neutral buffered formalin (NBF) for histology.

### ELISAs

Mouse Cross Linked C-Telopeptide of Type-I Collagen (CTXI; Abbexa; 4 x dilution) was evaluated in plasma collected from arthritic C57BL/6 mice treated with vehicle or MCTR3, as per manufacturer's instruction.

### Histology

The femur heads and joints were fixed in 10 % NBF, for 72 hours and decalcified in 10 % EDTA (w/v) in DPBS^-^^/^^-^ for 2 weeks with shaking. The decalcified tissue was then processed and embedded in paraffin and 4-micron sections were cut.

### Safranin O

To assess cartilage deposition, tissues were incubated for 5 minutes with 0.1% Safranin O in 0.2 M acetic acid and 0.2 M sodium acetate, pH 4, washed in dH_2_O for 2 minutes and air-dried. For counter-staining, 0.05 % Light-green (GeneTex) in dH_2_O was added to the sections for 3 minutes and washed with dH_2_O twice for 2 minutes each. Sections were incubated twice in 100 % EtOH for 5 minutes each, briefly dipped in Histoclear, left to air dry and mounted with Entellan. Safranin O staining was imaged using either the EVOS microscope or Nanozoomer Slide scanner and NDP.view 2 software (Hamamatsu Photonics) and assessed with ImageJ 1.53 (Schneider *et al*., 2012).

### Collagen

Slides were heated at 50°C for 30 minutes, incubated in Histoclear twice, then twice in 100 % EtOH for 5 minutes each. Sections were washed in dH_2_O for 1 minute, air dried at room temperature, fixed in 4 % PFA for 5 minutes and washed in DPBS with on an orbital shaker twice for 5 minute intervals. For digestion of pepsin, slides were incubated in 0.02 % HCl for 7 minutes at 37°C, then for 20 minutes at 37°C in 3 mg/mL pepsin solution in 0.02 % HCl equilibrated to 37°C. This was washed twice in DPBS for 5 minutes on an orbital shaker, quenched by incubating in 50 nM ammonium chloride twice, each for 5 minutes on an orbital shaker. Sections were washed as above and blocked in 20 % FBS in DPBS for 1 hour at room temperature. Sections were incubated with primary mouse polyclonal anti-collagen type II (Merck Millipore; 1:500 in 20% FBS in DPBS) for 1 hour at room temperature in the dark, washed 3 times in DPBS for 10 minutes and incubated with secondary AF488 Goat anti-mouse IgG (1:400 in 20% FBS in DPBS) for 1 hour at room temperature. This was washed in PBS 3 times in the dark for 10 minutes each on an orbital shaker and incubated in the dark with efluoro570 anti-collagen X (1:200 in 20 % FBS in DPBS) at 4°C overnight. DPBS was used to wash the sections 3 times for 10 minutes each on an orbital shaker in the dark and slides were mounted with Mowiol with DAPI overnight.

### Micro-CT Analysis

The Siemens INVEON® PET/CT scanner (Siemens Preclinical Solutions, Knoxville, TN) with the Inveon Acquisition Workplace software was used perform micro-CT scans of the arthritic DBA mice knees at peak of disease on day 24 and following resolution of inflammatory arthritis, on day 35. All procedures were done in accordance with UK Home Office Regulations. Before scanning, the center offset and light/dark calibration was performed and a new workflow was created on the scanner. Mice were anesthetised with 3-5% inhalation anaesthesia, which was reduced to and maintained at 1.5% during scanning, at a rate of 1.5L/min . Mice were laid in prone position on a heating pad at 37°C to maintain body temperature during scanning. Scanning was performed at a voltage of 70kV, using an X-ray current of 500 μA and at an exposure time of 2000ms/projection for 360 projections. Hounsfield correction was used for image reconstruction.

To evaluate bone callus arthritic joints were collected 25 days after initiation of arthritis using K/BxN serum. Samples were wrapped in plastic film prior to scanning to prevent drying and scanned using a Skyscan 1172F (Bruker, Kontich, Belgium). The X-ray source was operated at 50kV and 200µA, using an Aluminium 0.5mm filter and an exposure time 960ms using a voxel size of 5µm. Projection images were reconstructed into tomograms using NRecon 1.7.3.1 (Bruker, Kontich, Belgium) and repositioned using Dataviewer 1.5.4 (Bruker, Kontich, Belgium) with bone analysis performed in CTAn 1.18.4 (Bruker, Kontich, Belgium). Volume rendered 3D visualisations were created using CTVox 3.3 (Bruker Kontich, Belgium).

### Leucocyte isolation from arthritic paws

Hind paw tissue digestion to isolate leukocytes from arthritic joints was performed as described in.^27^ Briefly, following the removal of skin and muscle, the hind paw was incubated in 15 mL digestion buffer (RPMI containing 0.5 μg/mL collagenase D and 40 μg/mL DNAse) at 37°C for 30 minutes with vigorous agitation. Liberated cells within the digestion buffer were passed through a 70 μM strainer into 10 mL 10 % FBS in RMPI on ice. The digestion incubation was repeated and the cell suspension volume was made up to 50 mL with 10 % FBS in RMPI. Cells were centrifuged at 400 *x g* for 10 minutes at 4°C and suspended in DPBS for flow cytometry.

### Gene expression

Tissue was homogenised using a a Percellys 24 homogenizer and an RNeasy Mini Kit (Qiagen) was used to extract RNA, as per manufacturers instruction. cDNA synthesis was achieved using Superscript III Reverse Transcriptase (Invitrogen), as per manufacturers instruction. QuantiTect Primer Assays (Qiagen) for mouse *KC, Il-6, Tnf-α, Mmp7, Fra-1, Dkk1, Lef1* and *sFrp-1* were used with SYBR green I fluorescent dye for real-time PCR (qRT-PCR) evaluation with the StepOne™ Real-Time PCR System (ThermoFisher). Target gene expression was expressed as a value relative to *Actb* expression.

### Flow cytometry

Isolated cells from arthritic paws were incubated with the following fluorescently conjugated antibodies: PE-Cy7 mouse anti-mouse CD64 (Biolegend), PerCP-Cy5.5 mouse anti-mouse CD64 (Biolegend), PE-Cy5 rat anti-mouse CD11b (Biolegend), PE-Texas Red rat anti-mouse CD11b (Biolegend), BV421 rat anti-mouse F4/80 (Biolegend), APC/Cy-7 rat anti-mouse F4/80 (Biolegend), BV711 rat anti-mouse MerTK (Biolegend) and/or PE-Cy7 Armenian hamster anti-mouse CD36 (Biolegend) at a dilution of 1:100 in DPBS^−/−^ with 0.02 % BSA for 30 minutes at 4°C. Cells were incubated with BD Fixation/Permeabilisation buffer solution and then with BD Permeabilisation Buffer, each for 20 minutes at room temperature. Intracellular staining was performed by incubating cells with BV 421 anti-mouse TGF-β1 (1:50 dilution, Biolegend), APC rat anti-mouse iNOS (1:100 dilution; Biolegend), PE sheep anti-mouse Arginase 1 (1:50 dilution, R&D) and polyclonal rabbit anti-DBL (1:100 dilution, Cell Signaling Technologies) for 30 minutes at 4°C. Rabbit anti-DBL was conjugated with PerCp/Cy5.5 using Abcam's PerCP/Cy5.5 Conjugation Kit, as per manufacturer's instructions. APC-Cy7 rat anti-mouse Ly6G (1:50 dilution, Biolegend) was also incubated with the cells following permeabilisation for intracellular staining. Cells were incubated with TruStain X to quench non-specific binding. Multiparameter analysis was performed with LSR Fortessa cell analyser (BD Biosciences) and analysed using FlowJo (Tree Star Inc., V10).

### Single-cell 3′ RNA sequencing

Following paw tissue digestion, as described above, live cells were obtained using EasySep^TM^ Dead Cell Removal (Annexin V) kit (STEM CELL) according to manufacturer's instruction. Cells were incubated with AF700 CD45 (Biolegend) at a dilution of 1:100 in DPBS^−/−^ with 0.02 % BSA for 30 minutes at 4°C. Non-specific staining was blocked with TruStain X. Cells were suspended in DPBS^−/−^ with 0.02 % BSA and the BD FACS Aria II was used sort for CD45 positive cells, which were collected in DPBS containing 0.1 % BSA for single cell sequencing.

### Sample quality control

8 single cell suspensions were prepared (one per mouse) and were assessed for cell number using the Luna FL automated cell counter (Logos biosystems, South Korea). Cells appeared intact and well distributed with an average count of 148 cells/µL.

### Single-cell library generation and RNA-sequencing

An equivalent volume of 4000 cells was loaded to the 10X Chromium™ Single Cell A Chip (PN-1000009) using the Chromium™ 3’ Library & Gel Bead Kit v2 (PN-120267) as described in the manufacturers user guide (10X Genomics, California, USA). GEMs were recovered from the chip and appeared opaque and uniform in colour. 14 cycles of cDNA amplification were performed on the purified GEM-RT product, and cDNA was examined for quality using the Agilent 2200 Tapestation with the High-sensitivity D5000 screentape and reagents (Agilent Technologies, Waldbronn, Germany), and the Qubit® 2.0 Fluorometer and Qubit dsDNA HS Assay Kit (Life Technologies, California, USA). 35 μL of cDNA were used to prepare the 10×3’RNA libraries and 12 cycles were used for sample index PCR. Final cleaned libraries were quantified using the Qubit® 2.0 Fluorometer and Qubit dsDNA HS Assay Kit and average fragment size checked using the Agilent D1000 screentape and reagents. The final pooled library was run on a NextSeq500 High-output v2.5 150-cycle kit with a 26[8]98 cycle configuration to generate 400 million read pairs in total.

### Preliminary data analysis

The 10X Genomics Cell Ranger pipeline was used to analyse the raw sequence data generated by the single cell RNA-seq (10x Genomics; https://support.10xgenomics.com/single-cell-gene-expression/software/). Shortly, the pipeline demultiplexes raw base call files generated by Illumina sequencers in FASTQ files and then aligns, filters, and counts (barcode and UMI) the reads. The alignment was done using STAR (https://github.com/alexdobin/STAR) and the *Mus musculus* genome (GRCm38)^30^ as the reference genome. The samples for each group were aggregated (to have a normalized set of cells per group) using “cell ranger aggr” function.

Using the Seurat R package^31^ quality control (QC) steps were performance to filter out low quality cells. Briefly, cells that contained fewer than 250 expressed genes (low-quality cells or empty droplets), more than 3000 expressed genes (cell doublets), more than 5% mitochondrial transcripts (indication of mitochondrial damage), and less than 500 UMI counts were removed. We considered genes as detectable if they were expresses in at least the number of cells that represent 20 % of smallest cell type population. After QC step, expression of each gene was normalized by total expression, then multiplied by a scale factor (1000) and log transformed. For dimensional reduction and clustering, highly variable genes were identified, and Principal Component Analysis (PCA) was performance to identify relevant principal components (PC) based on how much the standard deviation of the data was explained by them. PCs were used for data clustering (unsupervised graph-based clustering with resolution 0.5) and dimensionality reduction using the Uniform Manifold Approximation and Projection (UMAP) analysis. Data visualization was performance using the “DimPlot” function from Seurat R package.

### Differential gene expression analysis

Before differential gene expression analysis, distinct leukocyte subsets were identified based on the expression of specific markers (Table S1-3) and comparing the most expressed genes from each cluster with Single Cell Expression Atlas database (https://www.ebi.ac.uk/gxa/sc/home).

Differential gene expression analysis was performed using the likelihood ratio test from Edge R package (https://bioconductor.org/packages/release/bioc/html/edgeR.html). Statistical significance was considered with an adjusted (Benjamini-Hochberg procedure correction) *p-value* < 0.05.

### Pathway enrichment analysis

Pathway analysis was performed uploading the differentially expressed genes in NetworkAnalyst 3.0 (ORA enrichment visualization tab)^32^ and searching for the enriched pathways from KEGG^33^ and STRING^34^ (*p* value < 0.05, Fisher exact test followed by multiple comparison correction using Benjamini-Hochberg procedure) databases.

### Phosphoproteomic analysis

For evaluation of signalling pathways activated by MCTR3, monocytes were isolated from peripheral blood of healthy volunteers, incubated with GM-CSF (20ng/mL, in RPMI containing 10% human serum) for 7 days and then incubated with MCTR3 (1nM, in DPBS^+/+^).

Phosphoproteomics experiments were performed using mass spectrometry as reported.^35^^,^^36^ In brief, cells were lysed in 8M urea buffer and supplemented with phosphatase inhibitors (10 mM Na_3_VO_4_, 100 mM β-glycerol phosphate and 25 mM Na_2_H_2_P_2_O_7_ (Sigma)). Proteins were digested into peptides using trypsin as previously described.^37^^,^^38^ Phosphopeptides were enriched from total peptides by TiO2 chromatography essentially as reported previously^39^). Dried phosphopeptides were dissolved in 0.1% TFA and analysed by nanoflow ultimate 3000 RSL nano instrument which was coupled on-line to a Q Exactive plus mass spectrometer (Thermo Fisher Scientific). Gradient elution was from 3% to 35% buffer B in 120 min at a flow rate 300 nL/min with buffer A being used to balance the mobile phase (buffer A was 0.1% formic acid in water and B was 0.1% formic acid in acetonitrile). The spray voltage was 1.95 kV and the capillary temperature was set to 255 ºC. The Q-Exactive plus was operated in data dependent mode with one survey MS scan followed by 15 MS/MS scans. The full scans were acquired in the mass analyser at 375- 1500m/z with the resolution of 70 000, and the MS/MS scans were obtained with a resolution of 17 500.

MS raw files were converted into Mascot Generic Format using Mascot Distiller (version 2.5.1) and searched against the SwissProt database (release December 2015) restricted to human entries using the Mascot search daemon (version 2.5.0). Allowed mass windows were 10 ppm and 25 mmu for parent and fragment mass to charge values, respectively. Variable modifications included in searches were oxidation of methionine, pyro-glu (N-term) and phosphorylation of serine, threonine and tyrosine.

### Statistics

GraphPad Prism 8 (GraphPad Software, La Jolla, CA, USA) was used to assess differences between the groups. Spearman test was used to evaluate the correlation between the lipid mediators and disease parameters. To evaluate difference between experimental groups for group sizes less then 8 we used non-parametric tests. These include one-sample Wilcoxon signed rank test for normalized data between 2 groups, Mann-Whitney U test between 2 groups, a One-way ANOVA between 3 groups or Two-way ANOVA for time course analysis. No statistical analysis was performed to determine the sample size for *in vivo* experiments. Sample size was based on effect size observed in published studies evaluating the biological activities of other SPM^27^^,^^40^ and pilot results whereby the ability of MCTR3 to reduce both clinical scores and oedema was evaluated and found to be comparable to that in published studies. Therefore, we elected to employ similar sample sizes as those used in published studies. The experimenter was not blinded to treatment allocation. In select experiments mice that did not develop disease were excluded from further analysis.

### Role of funding source

The funders played no part in the design, data collection, data analyses, interpretation, writing of report or in the decision to publish the results.

## Results

### MCTR3 negatively correlates with joint disease in humans

Circulating lipid mediator concentrations are linked with peripheral organ disease activity, since these autacoids influence leukocyte recruitment and activation status.^41^, ^42^, ^43^, ^44^, ^45^ To establish whether there was a link between disease activity and MCTR concentrations in RA patients we investigated plasma levels of these molecules in relation to both systemic and joint disease activity markers. Plasma was obtained from The Pathobiology of Early Arthritis Cohort (PEAC), which is a highly phenotyped patient cohort of disease modifying anti-rheumatic drugs-naïve patients^25^ (See Table 1 for patient characteristics). Using lipid mediator profiling, we identified all three MCTRs in plasma from these patients. Notably, while concentrations of all three mediators were observed to display a negative correlation with joint disease activity (i.e. DAS28 scores), plasma C-reactive protein and erythrocyte sedimentation rate, only correlations between MCTR3 and these parameters were statically significant (Table 2). We also evaluated whether plasma concentrations of these mediators were linked with other clinical features of RA. Whilst plasma concentrations were not linked with joint disease pathotype or responsiveness to DMARD therapy, we observe a significant reduction in plasma MCTR3 concentrations in patients with erosive disease when compared to those that did not display signs of joint erosion (Figure S1).

**Table 1:** Summary of patient characteristics.

	Patients (n=99)
Pathotype (n)	Lymphoid (28), Fibroid (28), Myeloid (33), Ungraded (10)

Ethnicity	Asian (8), Bangladeshi (6), Bengali (1), Black (10), Black African (4), Black Caribbean (3), British (1), Caribbean (5), Caucasian (50), Chinese (1), Filipino (1), Indian (2), Korean (1), Mixed Greek (1), Not stated (2), Pakistani (1), Somalian (1), Sudanese (1)

Gender (n)	Female (67), Male (31)

Age at Recruitment – years	53 (±16)

Onset	6 (±3)

Currently smoking (%)	8 (8)

Co-Morbs (n)	Acne (2), Acute mi (1), Allergy to penicillin (1), Anaemia (2), Angina (1), Asthma (13), Axonal neuropathy (1), Basal cell carcinoma (1), Bladder cancer (1), Prostate cancer (1), Cardiovascular disease (1), Carpal tunnel syndrome (1), Cervical spondylitis (1), Chronic obstructive pulmonary disease (2), Coronary artery disease (1), Depression (4), Detrusor instability (1), Diabetes (1), Diverticulitis (1), Dyslipidoemia (1), Endometriosis (1), Enlarged prostate (2), Erectile dysfunction (1), Fatty liver (1), Fistula-in-ano (1), Foot & shoulder surgery (1), Gastric ulcers (1), Gastritis (1), Gastro-oesophageal reflux disease (2), Glaucoma (3), Gout (1), Graves disease (1), Hay fever (3), Heart surgery (1), Heart valve repaired (1), Hypercholesterolemia (14), Hypertension (40), Hysterectomy (2), Irritable bowel syndrome (2), Ischaemic heart disease (5), Kidney disease (1), Knee osteoarthritis (1), Lower back pain (2), Meniscus tear/knee (1), Menorrhagia (1), Multiple sclerosis (1), Osteoarthritis (5), Osteopenia (1), Osteoporosis (1), Peptic ulcer (1), Poor vision (1), Psoriasis (3), Reactive iritis (1), Rectal incontinence (1), Renal impairment (1), Rubello in utero (1), Scleritis (1), Shingles (1), Sickle cell trait (1), Sinusitis (1), Spina bifida occulta (1), Thalassaemia (1), Transient ischaemic attack (1), Type 1 diabetes (1), Type 2 diabetes (7), Varicose veins (1), Vitamin D deficiency (4)

Concomitant Med. (n)	Adcal (1), Adizem (1), Alendronate (1), Allopurinol (2), Aminophylline (1), Amitriptyline (6), Amlodipine (11), Antihypertensives (1), Arcoxia (2), Arthrotec (1), Aspirin (10), Atenolol (5), Atorvastatin (3), Bendroflumethiazide (5), Bisoprolol (1), Budesonide (2), Budromide (1), Ca vitamin (8), Ca-antagonist (1), CaD3 (1), Calci-chew (1), Candesartan (4), Carbimazole (1), Celecoxib (1), Cetirizine (1), Citalopram (1), Clenil mod (1), Clopidogrel (2), Co-codamol (15), Codeine (1), Co-dydramo (2), Co-tenidone (1), D Vitamin (9), Detrusitol, Diclofenac (8), Dihydrocodeine (3), Dipyridamole (1), Docusate (1), Doxazosin (3), Etoricoxib (2), Ferrous sulphate (5), Finasteride (1), Flixotide (1), Fluoxetine (3), Fluticasone (1), Formoterol (1), Furosemide (4), Gabapentin (1), Gaviscon (1), Gliclazide (1), Glimepiride (1), Glucosamin (1), GTN (3), HRT (1), Ibuprofen (13), Indapamide (1), inhaler (asthma), Insulin 3), Irbesartan (2), Isosorbide (2), Ivabradine (1), Lacrilube (1), Lansoprazole (8), Lantus (1), Latanoprost (1), Levothyroxine (4), Lipitor, Lisinopril (3), Losartan (2), Lyrica (1), Metformin (8), Movicol (1), Multivitam (1), Naproxen (10), Nicorandil (1), NSAIDs (7), Omeprazole (5), Oromorph (1), Paracetamol (7), Peppermint (1), Perindopril, (2), Phyllocont (1), Piogitazon (1), Piroxicam (1), Prednisolone (2), Pregabalin (2), Quinine su (1), Ramipril (8), Repaglinid (1), Salbutamol (6), Senokot (1), Seretide (2), Sibicol (1), Simvastatin (16), Slidenafil (1), Solgar sup (1), Spiriva (1), Symbicort (1), Talisartan (1), Tamsulosin (3), Temazepam (1), Tetracycline (2), Thyroxine (4), Timolol (2), Tiotropium (1), Tramadol (6), Trimethoprim (1), Ventolin (2), Voltarol (1), Zolair (1)

Recent Steroid Therapy	No (50), Yes (13)

Steroid Treatment	Depo-Medro (7), Fluticasone (1), Prednisone (5)

DMARD Treatment (n)	ASA (2), ASA/HCQ (3), HCQ (3), MTX (4), MTX/ASA (46), MTX/ASA/HCQ (9), MTX/ASA/HCQ/LEF (1), MTX/HCQ (17), MTX/HCQ/LEF (1),

ESR	36 (±29)

CRP	19 (±30)

CCP	215 (±224)

RF	104 (±163)

Tiredness VAS	42 (±30)

Pain VAS	55 (±29)

Pt. VAS Global Health	65 (±26)

Physician VAS Global Assess	65 (±23)

Tender Joints	13 (±8)

Swollen Joints	8 (±6)

HAQ	1.5 (±0.7)

DAS28	5.8 (±1.3)

**Table 2:** Correlation between peripheral blood MCTR concentrations and disease activity in DMARD naive RA patients.

	MCTR1	MCTR2	MCTR3
ESR	r = -0.1111; (CI = -0.308 to 0.952); p = 0.276	r = -0.099; (CI = -297 to 0.107); p =0.3323	r = -0.254; (CI = -0.435 to -0.0523) **p = 0.012**
CRP	r = -0.058; (CI = -261 to 0.151); p = 0.578	r = -0.227; (CI = -0.414 to -0.022); **p = 0.026**	r = -0.315; (CI = -0.499 to -0104); **p = 0.003**
DAS28	r = 0.025; (CI = 178 to 0.227); p = 0.803	r = -0.177; (CI = -0.367 to 0.274); p = 0.080	r = -0.337; (CI = -0.505 to -0.144); **p = 0.0001**

Plasma was collected from a patient cohort of DMARD naive patients (n= 99 patients) and concentrations for MCTR1, MCTR2 and MCTR3 were established using lipid mediator profiling (see methods for details). (Concentrations for each of these meditators were then correlated with DAS28 scores as well as plasma C-reactive protein (CRP) and erythrocyte sedimentation rate (ESR) using Spearman correlation, where bold was used to represent significant p values).

### MCTR3 displays anti-arthritic activity in inflammatory arthritis

Having observed a significant relationship between MCTR3 concentrations and disease activity we next questioned whether pharmacological administration of MCTR3 would modulate joint disease progression and severity in experimental arthritis. For this purpose, we employed a serum transfer model of inflammatory arthritis, which relies on the activation of the innate immune system replicating the effector phase of rheumatoid arthritis.^46^ Administration of MCTR3, obtained *via* stereoselective total organic synthesis^28^ (see Figure S2 for physical characterization), immediately after disease onset conferred protection against joint inflammation as observed by a significant reduction in clinical scores and improvements in histological markers of disease. This included a decrease in leukocyte infiltration, and increased safranin staining, a measure of glycosaminoglycan content in the cartilage (Figure S3a-c). Given the roles that lipid mediators have in both propagation (e.g. prostaglandins and leukotrienes) and resolution of joint inflammation (e.g. SPM) we next evaluated whether MCTR3 administration also regulated the joint lipid mediator profile. Using partial least square discriminant analysis, which produces a regression model built using concentrations of lipid mediators differently expressed between the two groups, we found a shift in joint lipid mediator concentrations in mice treated with MCTR3. This shift was linked with a downregulation of pro-inflammatory and nociceptive eicosanoids including PGE_2_ and PGF_2a_ and an upregulation of pro-resolving and anti-nociceptive mediators such as MaR1 and PDX (Figure S3d,e and Table S4).

We next tested whether MCTR3 also displayed joint protective activities when administrated later in the disease course. For this purpose, we used a model of sustained joint inflammation.^47^ MCTR3 was administered 10 days after disease onset and joint inflammation was evaluated throughout the disease course. Here we found that treatment of mice with MCTR3 accelerated the resolution of joint inflammation as demonstrated by a shortening of the resolution interval from ∼9 days to ∼5 days, a significant reduction in clinical scores and a marked reduction in joint oedema (Figure 1a,b). Histological evaluation of joints collected from these mice demonstrated that MCTR3 reduced all the parameters evaluated, significantly reducing both leukocyte infiltration and cartilage damage (Figure S4).

**Figure 1:**
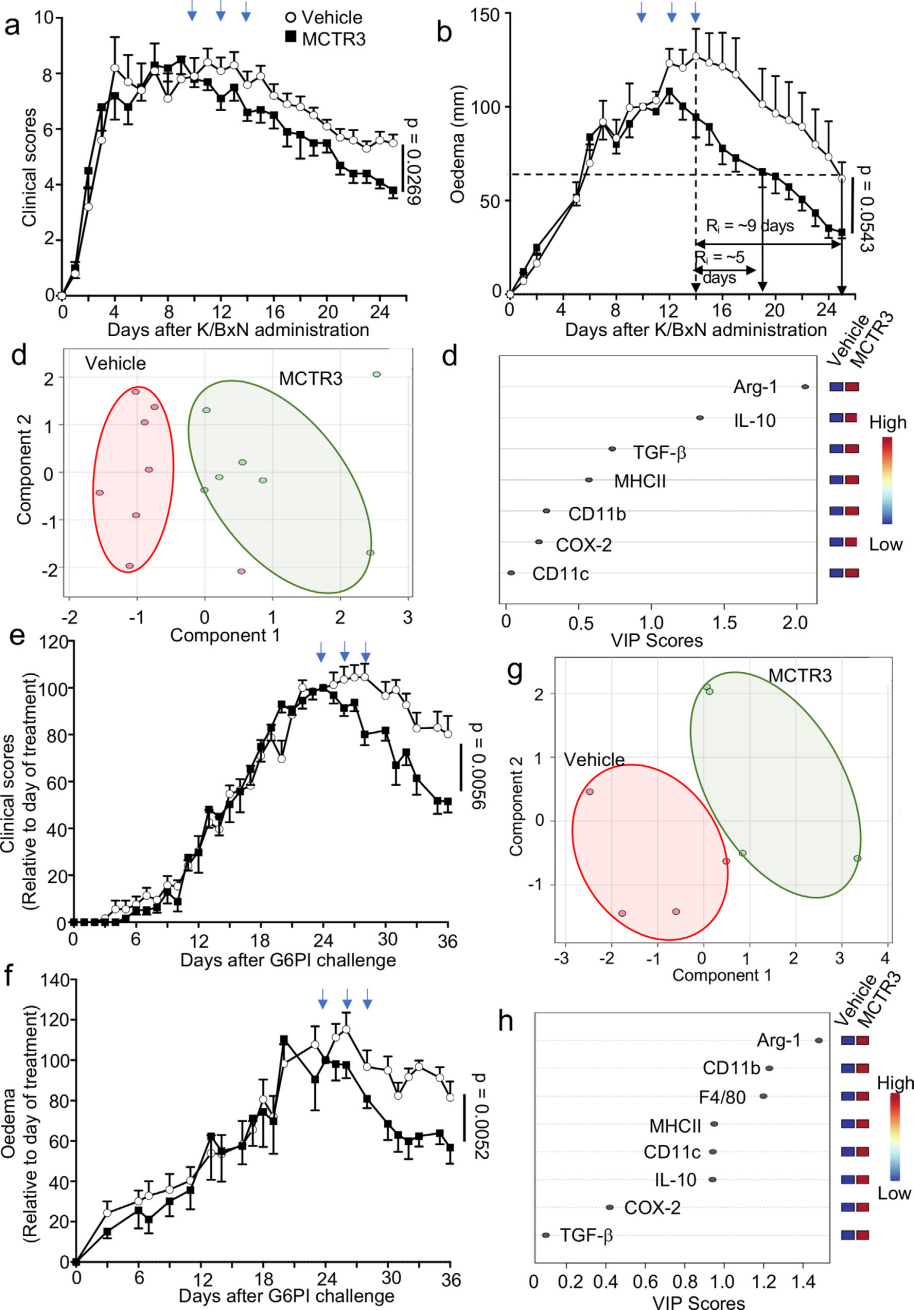
MCTR3 displays anti-arthritic activity in inflammatory arthritis. (a-d) K/BxN serum (100 µL *via intraperitoneal* injection, i.p.) was administered to C57BL/6 mice on days 0, 2 and 8 to initiate and prolong inflammatory arthritis. Mice were treated with 1 µg/mouse MCTR3 or vehicle (DPBS + 0.1 % EtOH) on day 10, 12 and 14 *via intravenous* (i.v.) injection. Disease course was assessed by evaluating (a) clinical scores and (b) paw oedema daily. Results are mean ± SEM, n = 9 mice per group. (Statistical differences were evaluated using a Two-Way ANOVA). Arrows denote days when MCTR3 was administered. (c, d) paws were harvested on day 25, cells liberated from the joints and the expression of phenotypic markers was evaluated on joint macrophages using flow cytometry and PLS-DA. (d) Scores plot with highlighted regions denoting the clusters representing cells from each group and (d) VIP scores for each of the markers evaluated. Each dot in the score plot represents a separate mouse. (e-h) Arthritis was induced in DBA/1 mice by administration of 10 µg G6PI in CFA on day 0. On day 24, 26 and 28 (denoted in blue arrows), mice were administered 1 µg/mouse MCTR3 or vehicle (DPBS + 0.1 % EtOH) i.v. and (e) clinical scores and (f) paw oedema were measured. Results are mean ± SEM, n = mice 7 per group from 2 separate experiments. (Statistical differences were evaluated using a Two-Way ANOVA). (g-h) paws were harvested on day 36, cells liberated from the joints and the expression of phenotypic markers was evaluated on joint macrophages using flow cytometry and PLS-DA. (f) Scores plot with highlighted regions denoting the clusters representing cells from each group and (h) VIP scores for each of the markers evaluated. Each dot in the score plot represents a separate mouse.

Mononuclear phagocytes, in particular MDM, play a central role in the propagation and termination of inflammation,^10^^,^^12^ as well as tissue repair and regeneration.^48^^,^^49^ Therefore, we next evaluated whether MCTR3 governed MDM phenotype in arthritic joints. Flow-cytometric evaluation of phenotypic markers in cells isolated from mice treated with MCTR3 demonstrated a marked shift in phenotype as highlighted by a shift in the cluster representing cells obtained from these mice when compared with cells isolated from mice treated with vehicle alone (Figure 1c, Figure S5). To evaluate which of the phenotypic markers were responsible for this shift in macrophage markers we evaluated the Variable in Importance (VIP) scores, whereby a VIP score >1 identifies those variables that contribute to the observed separation between the two groups. This demonstrated that the shift in phenotype was primarily linked with the upregulation of two markers in cells from MCTR3 treated mice, namely Arginase (Arg)-1 and Interleukin (IL)-10 (Figure 1d).

We next assessed whether the protective activities of MCTR3 were retained in a model of adaptive immune system-driven arthritis using the glucose-6-phosphate isomerase peptide driven model of inflammatory arthritis.^50^ Here, administration of MCTR3 during the course of arthritic inflammation also led to a reduction in joint inflammation as measured by a decrease in both clinical scores and joint oedema (Figure 1e,f). Notably, the MDM-directed activities of MCTR3 were retained in this model, as demonstrated by the marked shift in the macrophage phenotype observed in cells isolated from joints of MCTR3 treated mice when compared with those isolated from joints of vehicle treated mice (Figure 1g). This shift in phenotype was linked with an upregulation of three phenotypic markers, including Arg-1 and CD11b, in cells obtained from joints of MCTR3 treated mice (Figure 1h). Taken together these findings suggest that MCTR3 treatment alters joint MDM phenotype and reduces arthritic inflammation.

### MCTR3 promotes bone and cartilage repair

Chronic inflammation in RA is associated with both cartilage and bone degradation which is the main cause of debilitation in patients with RA.^5^ Thus, we next questioned whether MCTR3, in addition to reducing joint inflammation and cartilage damage also promoted joint repair. To address this question, we investigated whether MCTR3 regulated cartilage repair in arthritic mice. For this purpose, we used safranin O-staining to evaluate glycosaminoglycan content in joints from arthritic mice. Here we observed higher safranin O-staining in joints from MCTR3 treated mice when compared with vehicle treated mice in both mice challenged with K/BxN serum and G6PI peptide (Figure 2a and Figure S6a, b). Furthermore, immunohistochemical staining of joints from MCTR3 treated mice demonstrated an increase in the expression of both collagen 2, the principal molecular component in mammalian cartilage,^51^ and that of collagen X, which is expressed in the calcified zone of cartilage that interfaces with bone^51^ in mice challenged with K/BxN serum and treated with MCTR3 (Figure 2b-d). Thus, these results demonstrate that MCTR3 displays cartilage-protective activities in inflammatory arthritis.

**Figure 2:**
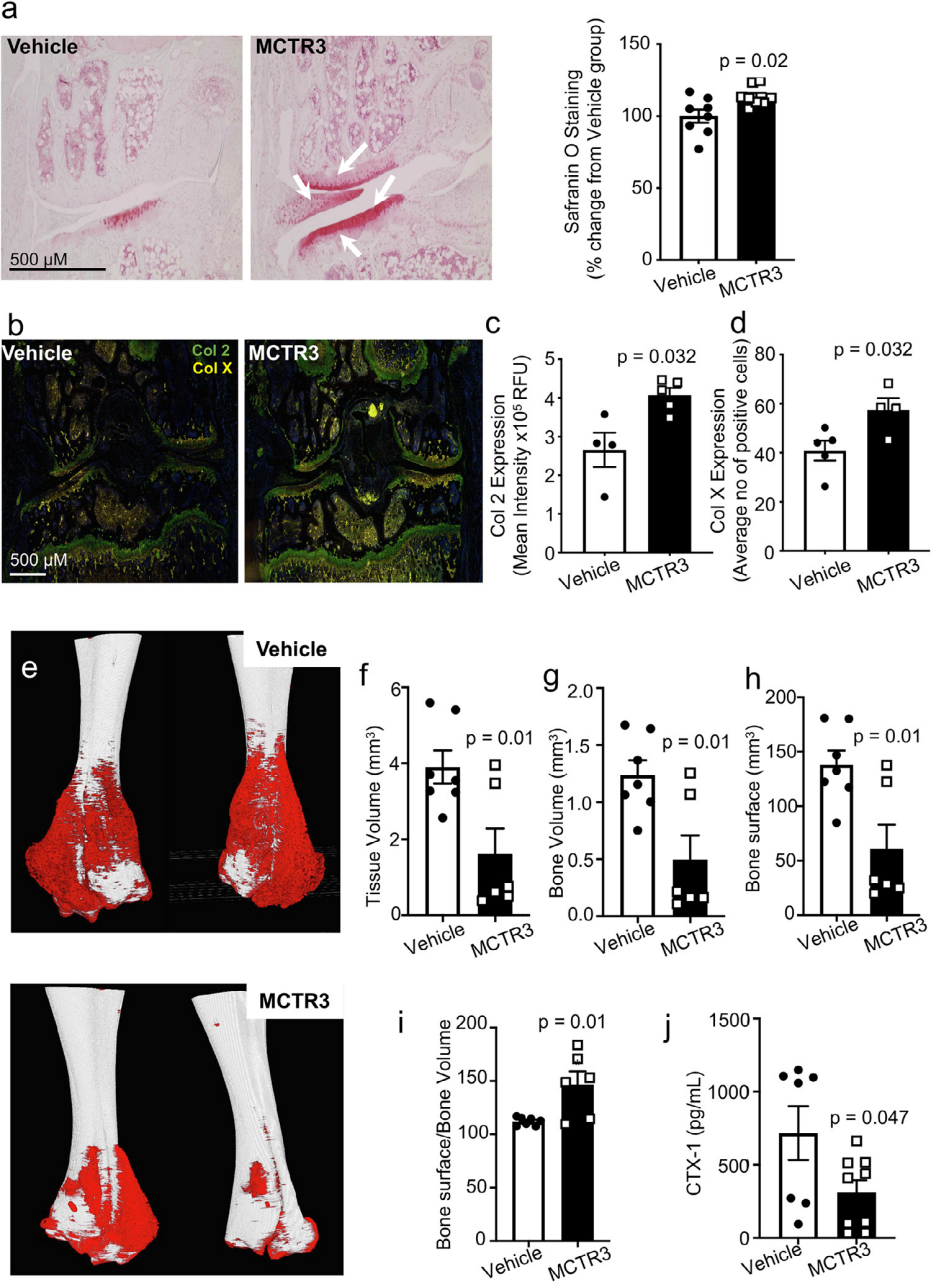
MCTR3 promotes bone and cartilage repair. C57BL/6 mice were administered 100 µL K/BxN serum *i.p.* on day 0, 2 and 8. Mice were treated with 1 µg/mouse MCTR3 or vehicle (DPBS + 0.1 % EtOH) *i.v.* on day 10, 12 and 14. Hind paws and blood were collected on day 25 and (a) glycosaminoglycan content was evaluated using Safranin-O staining. (*left and centre panels*) Representative images from Safranin-O stained knee joints and (*right panel*) quantification of Safranin-O stained knee joints. Results are mean ± SEM, n = 7-8 per group. (Statistical differences were evaluated using Mann-Whitney U test). (b-d) Expression of collagen type 2 (Col 2) and collagen type X (Col X) was evaluated using immunohistochemistry. (b) Representative images from immunofluorescent assessment of Col 2 and Col X expression, (c) mean intensity of Col 2 and (d) average number of cells expressing Col X. Results are mean ± SEM, n = 4-5 per group, statistical differences were evaluated using Mann-Whitney U test. (e-i) microCT analysis was performed on ankle joints *ex vivo* to assess bone callus cover. (e) Representative images of ankles from vehicle and MCTR3 treated mice, where red represents the callus area. (f) Callus tissue volume, (g) bone volume, (h) bone surface and (i) the ratio of bone surface to bone volume of the ankles from mice treated with either vehicle or MCTR3. Results are mean ± SEM, n = 6-7 per group from two separate experiments. (Statistical differences were evaluated Mann-Whitney U test). (j) Blood was collected at the end of the experiment and plasma CTX-I levels were assessed. Results are mean ± SEM, n = 7 for vehicle and n = 9 for MCTR3 groups. (Statistical differences were evaluated Mann Whitney U test).

Since one of the main debilitating features of arthritis is rapid bone remodelling, we next determined whether the joint protective actions of MCTR3 extended to the bone. We first evaluated whether MCTR3 treatment in K/BxN induced arthritis limited pathological bone formation by evaluating callus cover in long bones from arthritic mice. Analysis using microCT demonstrated smaller bone calluses on MCTR3 treated mice, as measured by the assessment of the total volume and surface area occupied by the callus (Figure 2e-h). Notably, these changes were linked with a significant increase in overall surface to volume ratio in the callus, a marker of callus mineralization and therefore bone integrity (Figure 2i). This decrease in callus size was linked with a reduction in plasma concentrations of C-terminal telopeptide of type 1 collagen (CTX-1), a marker of bone resorption, in MCTR3 treated mice (Figure 2j). Thereby these findings suggest that MCTR3 limits bone damage in inflammatory arthritis.

Given that MCTR3 displayed joint protective activities in the G6PI model of chronic arthritic inflammation which is linked with marked bone resorption^52^ we next queried whether MCTR3 was also able to reverse this process. Here, we used microCT analysis to investigate bone volume in arthritic joints, comparing bone volumes on day 24, prior to MCTR3 treatment, to those at day 35. This analysis demonstrated that bone volume in vehicle treated arthritic mice was reduced, in line with the sustained disease activity (Figure 1e,f). Whereas, bone volume in MCTR3 treated mice was increased (Figure S6c, d). These findings indicate that MCTR3 reduces the increased bone and cartilage turnover characteristic of arthritic inflammation, thereby suggesting that this autacoid activates protective mechanisms to improve both cartilage and bone integrity in inflammatory arthritis.

### MCTR3 reprograms monocyte responses to reduce inflammation and repair inflamed joints

Having observed that MCTR3 treatment led to a shift in MDM phenotype, a reduction in disease severity and increased joint repair, we next queried whether the joint protective actions of MCTR3 were linked with the reprogramming of circulating monocytes to yield MDM with pro-resolving and tissue reparative properties. To test this hypothesis, we evaluated whether *ex vivo* treated monocytes from arthritic mice recapitulated the joint protective activities of MCTR3. Here, we incubated bone-marrow derived monocytes from donor arthritic mice with 1 nM of MCTR3 (MCTR3-reprogrammed monocytes) or vehicle and after 90 minutes cells were washed and administered to arthritic mice. This concentration was selected since we previously observed that it optimally regulated both tissue regeneration in planaria and macrophage efferocytosis.^22^ We then treated mice with 1×10^6^ monocytes, a dose that was selected based on published literature demonstrating the ability of mononuclear phagocytes to influence disease activity.^53^ In mice administered the MCTR3-reprogrammed monocytes we observed a reduction in disease severity, as demonstrated by a significant reduction in clinical scores and oedema, when compared with mice treated with monocytes incubated with vehicle alone (Figure 3a, b). The protective activities exerted by MCTR3-reprogrammed monocytes were observed at a histological level, where H&E staining revealed a significant reduction in leukocyte infiltration into the inflamed paws in mice treated with MCTR3-reprogrammed monocytes (Figure 3c). We also observed that MCTR3-reprogrammed monocytes regulated joint lipid mediator concentrations as observed by a shift in the cluster representing lipid mediator profiles obtained from joints of mice treated with these cells compared with mice treated with monocytes incubated with vehicle only (Figure 3d). Notably, assessment of the top 15 mediators differentially regulated between the two groups demonstrated a marked upregulation of several joint protective SPM, including RvD1, in paws from mice receiving MCTR3-reprogrammed monocytes suggesting that these cells exert potent pro-resolving activities (Figure 3e, Table S5).

**Figure 3:**
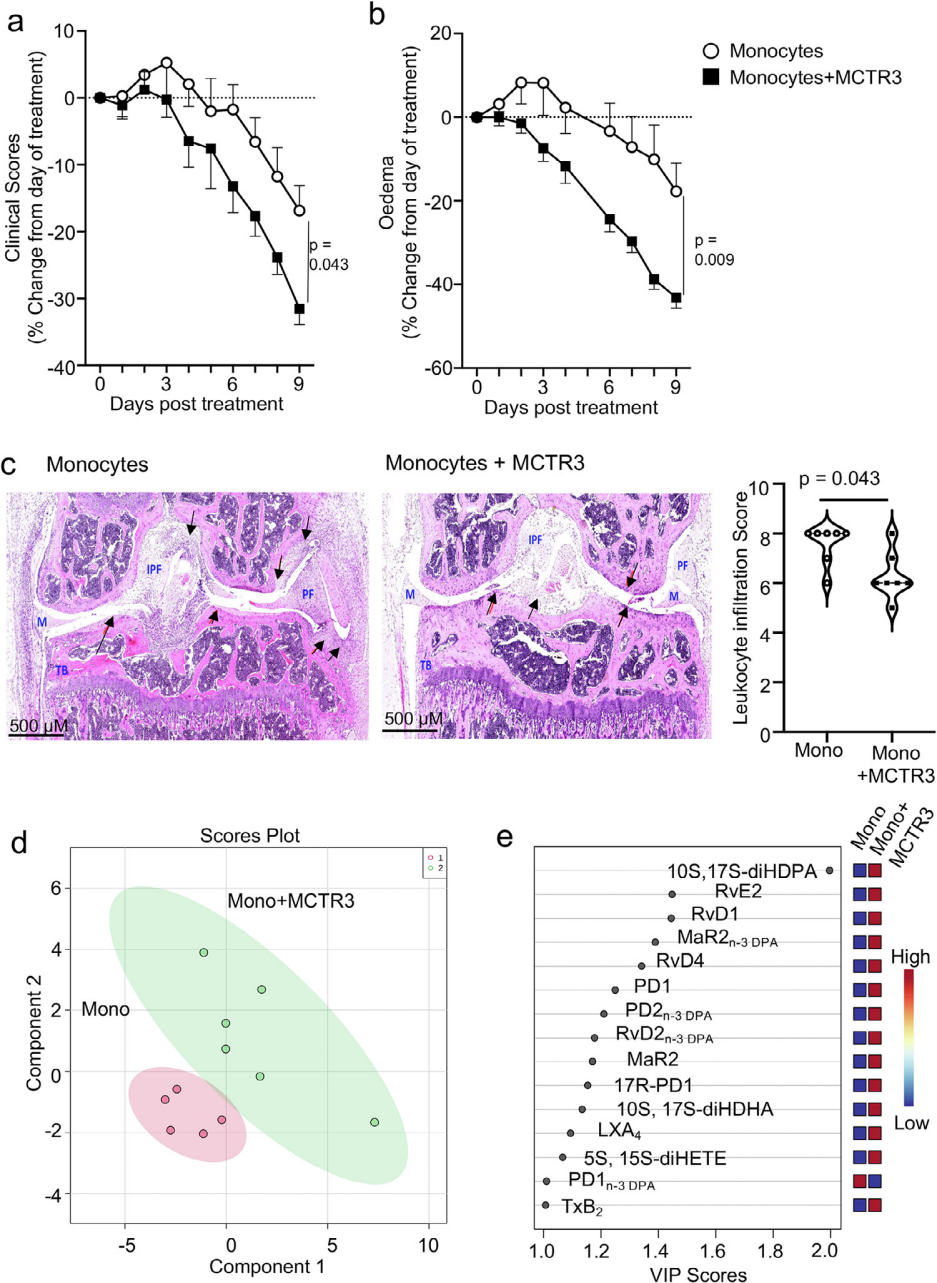
MCTR3 reprograms monocyte responses to reduce inflammation and repair inflamed joints. (a-b) K/BxN serum (100 µL, *i.p.*) was administered to C57BL/6 mice on day 0, 2 and 9 to induce and prolong inflammatory arthritis and, on day 12, mice were treated *i.v.* with 2×10^6^ monocytes isolated from arthritic mice and incubated with either vehicle (DPBS + 0.1 % EtOH) or 1 nM MCTR3 for 90 min at 37°C. Disease course was monitored daily by assessing (a) clinical scores and (b) oedema. Results are mean ± SEM and expressed as percent change from day of treatment. n = 9 per group from two distinct experiments. (Statistical differences were evaluated using a Two-Way ANOVA). (c) On day 22 hind paws were harvested joints were fixed, sectioned, stained using H&E stain and leukocyte infiltration evaluated. *Left and centre panels* present representative images from each experimental group; *right panel* Quantitation of the scores in each of the group. Results are mean ± SEM. n = 7 mice per group. (Statistical differences were evaluated using Mann-Whitney U test). IFP = intrapatellar fat, M = meniscus, TB = Tibia, PF = Pannus formation, arrows denote leukocyte infiltration. (d-e) Paws were harvested 10 days after treatment and lipid mediator profiles were determined using LC-MS/MS-based lipid mediator profiling and evaluated using PLS-DA. (d) scores plot with highlighted regions denoting the clusters representing cells from each group and (e) VIP scores for top 15 mediators. Each dot in the score plot represents a separate mouse.

We next evaluated whether MCTR3-reprogrammned monocytes regulated tissue repair in arthritic mice. For this purpose, we assessed glycosaminoglycan content using Safranin-O staining in articular cartilage. This analysis demonstrated a significant increase in Safranin-O staining in mice treated with MCTR3-reprogrammed monocytes when compared with mice that were treated with monocytes alone (Figure 4a). This increase in cartilage cover was linked with a significant increase in the expression of collagen 2 and collagen X in mice treated with MCTR3-reprogrammed monocytes (Figure 4b,c).

**Figure 4:**
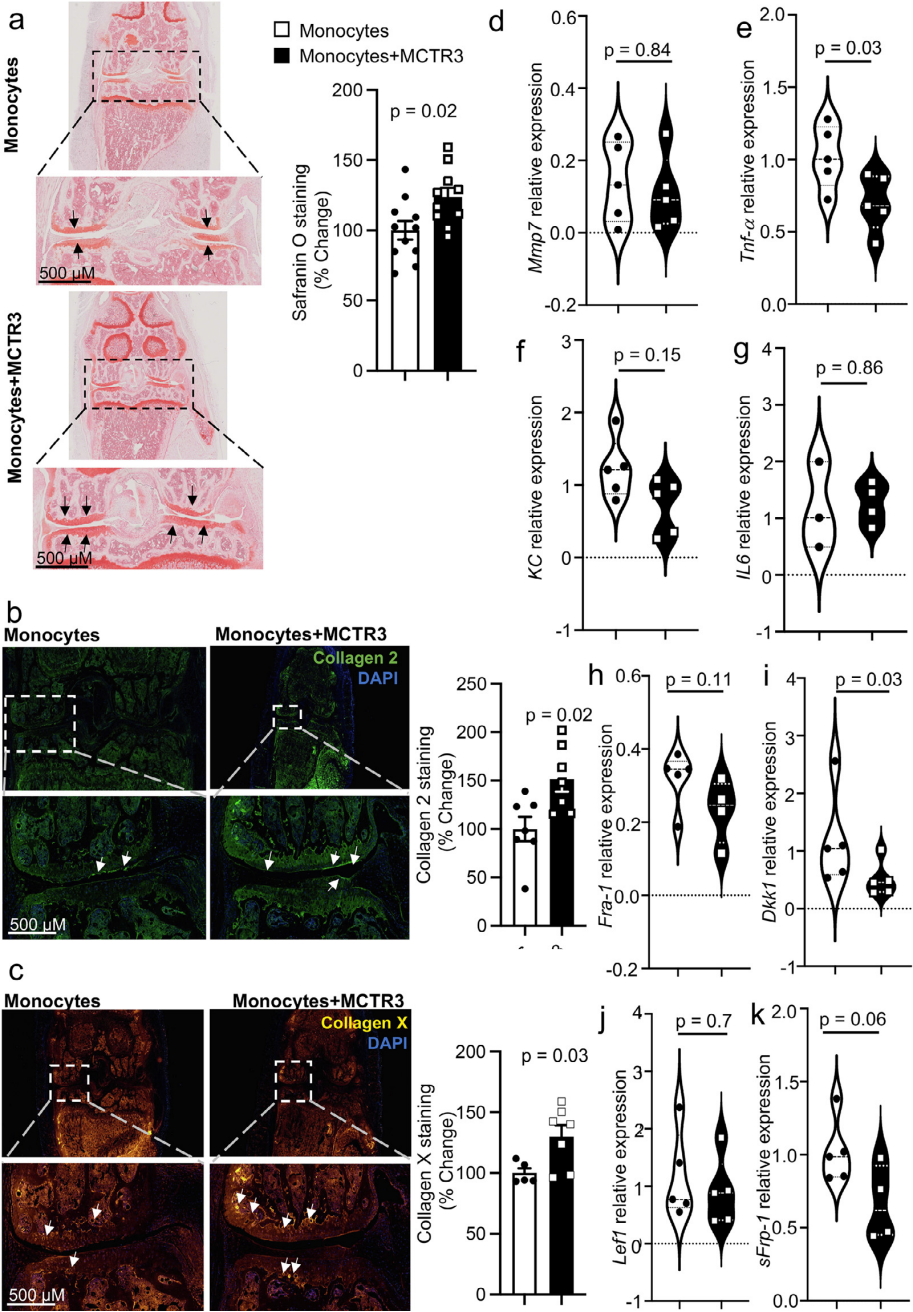
Regulation of joint reparative pathways in mice receiving MCTR3-reprogrammed monocytes. K/BxN serum (100 µL, *i.p.*) was administered to C57BL/6 mice on day 0, 2 and 9 to induce and prolong inflammatory arthritis and, on day 12, mice were treated *i.v.* with 2×10^6^ monocytes isolated from arthritic mice and incubated with either vehicle (DPBS + 0.1 % EtOH) or 1 nM MCTR3 for 90 min. (a-c) On day 22 hind paws were harvested, fixed, and stained to evaluate A) proteoglycan content using Safranin-O staining; (b) Col 2 and (c) Col X expression was evaluated using immunofluorescence. *Left panels* present representative images from each experimental group, *right panels* provide a quantitative evaluation of the staining. Results are mean ± SEM and expressed as percent change vs Monocyte group. n = 7-8 mice per group. (Statistical differences were evaluated using Mann Whitney-U test). (d-k) Hind paws were also collected on day 22 to evaluate the expression of the indicated genes using quantitative realtime PCR. Results are from n = 3-5 mice per group. (Statistical differences were evaluated using Mann Whitney-U test).

To evaluate the mechanisms that lead to both the reduction in inflammatory arthritis and the upregulation of reparative mechanisms, we next evaluated the expression of molecules known to be involved in the propagation of inflammation and in the regulation of joint repair. We first evaluated the expression of KC, the murine homologue of IL-8, IL-6, Tumour necrosis factor (TNF)-α, matrix metalloproteinase (MMP) 7 and Fos-related antigen (Fra)-1.^54^ While *Mmp7* and *IL-6* expression in arthritic paws from both groups was essentially similar, the expression of *KC, Tnf-α* and *Fra-1* was decreased in arthritic paws from mice treated with MCTR3-reprogrammed monocytes, reaching statistical significance for *Tnf-α* (Figure 4d-h)*.* Having observed a significant regulation of *Tnf-α* in mice receiving the reprogrammed monocytes, we next evaluated the expression of downstream targets of TNF-α which are known to regulate the Wnt signalling pathway, a key pathway in both bone and cartilage maintenance.^55^^,^^56^ For this purpose, we assessed the expression of Dickkopf (Dkk)-1, Lymphoid Enhancer Factor (LEF)-1,^57^ and Secreted frizzled-related protein (sFRP)-1.^58^ This analysis demonstrated that while *Lef-1* and *sFrp-1* expression was essentially similar between the two groups, *Dkk-1* expression was significantly downregulated in mice treated with MCTR3-reprogrammed monocytes when compared with mice receiving monocytes alone (Figure 4i-k). Together these findings indicate that MCTR3-reprogrammed monocytes activate reparative mechanisms linked with both bone and cartilage repair.

### MCTR3 reprograms the arthritic monocyte-derived macrophage transcriptome

We next sought to determine the mechanism(s) by which MCTR3 elicited its protective actions. We first evaluated whether MCTR3 reprogramming modulated the ability of these cells to migrate and/or be retained in the arthritic joints. For this purpose, we labelled monocytes with the cell membrane-binding fluorescent dye PKH67 prior to reinjection into arthritic mice and then evaluated their recruitment into the hind leg joints of arthritic mice using flow cytometry. This analysis demonstrated that ∼2% of the total number of monocytes administered were recoverable from these tissues after 10 days. Notably, there was no significant difference in the relative abundance of PKH67+ macrophages found in these tissues between the two groups. These findings suggest that despite the transferred monocytes representing a relatively small subset of total cells in the arthritic joints they display potent anti-inflammatory and reparative activities. They also suggest that MCTR3-reprogramming does not influence the ability of monocytes to migrate and/or differentiate into macrophages within the arthritic joints and therefore the observed differences are likely to arise from a change in the phenotype of these cells.

Recent studies demonstrate that changes in the epigenetic landscape of innate immune cells, including monocytes and macrophages, leads to their long term reprograming.^59^ Having observed that short term incubation of monocytes with MCTR3 led to long term protective actions in arthritis we next queried whether this was at least in part linked with the regulation of the epigenetic landscape of the cells. Given the central role that DNA methyltransferases^59^^,^^60^ play in this process we next tested whether inhibition of these enzymes would reverse the protective activities of MCTR3-reprogrammed monocytes. Indeed, while disease severity was significantly reduced in mice administered MCTR3-reprogrammed monocytes, incubation of these cells with a DNA methyltransferase inhibitor (RG108), abolished the protective actions of MCTR3 as observed by a decrease in the ability of these cells to regulate joint inflammation (Figure 5a,b). Thus, these findings indicate that MCTR3 regulates circulating monocyte responses to limit joint inflammation and promote joint repair in a DNA methyltransferase-dependent manner.

**Figure 5:**
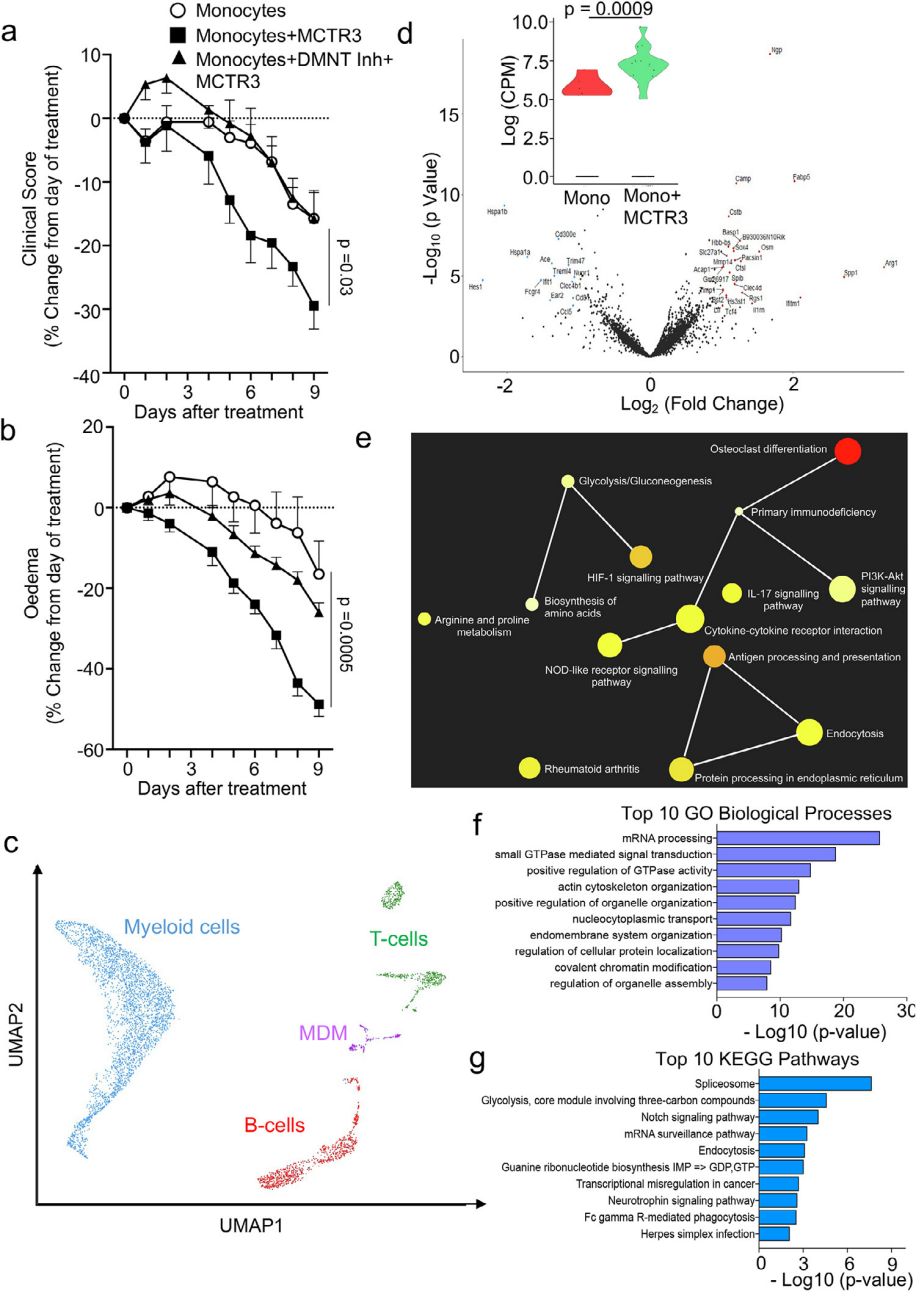
MCTR3 reprograms the arthritic monocyte-derive macrophage transcriptome. (a-b) Arthritis was induced and prolonged in C57BL/6 mice by administering 100 µL K/BxN serum i.p. on day 0, 2 and 9. Mice were treated on day 12 *i.v.* with 2×10^6^ monocytes isolated from arthritic mice and incubated either with vehicle (DPBS + 0.1 % DMSO) or 10 µM RG108, a DNMT inhibitor, for 15 min and then with a vehicle (DPBS + 0.1 % EtOH) or 1 nM MCTR3 for 90 min (37 °C). Disease course was monitored daily by assessing (a) clinical scores and (b) oedema. Results are mean ± SEM and expressed as percent change from day of treatment. n = 10 mice per group. (Statistical differences were evaluated using Two-way ANOVA). (c-e) K/BxN serum (100 µL, *i.p*.) was administered to mice on days 0, 2 and 9 to induce and prolong inflammatory arthritis. On day 12, mice were treated *i.v.* with 2×10^6^ monocytes isolated from arthritic mice that were previously incubated with either vehicle (DPBS + 0.1 % EtOH) or 1 nM MCTR3 for 90 min. Cells were isolated from paw joints on day 22, sorted for CD45^+^ cells and single cell RNA sequencing was performed. c) UMAP plots of clusters obtained from isolated leukocyte populations, (d) volcano plot highlighted differentially regulated genes in the MDM population (*inset*) relative gene regulation for Arg-1. (Statistical differences were evaluated using Mann Whitney test). (e) The gene network analysis for genes that were found to be differentially regulated in MDM from mice receiving MCTR3-reprogrammed monocytes when compared with MDM receiving monocytes incubated with vehicle. Results are from n = 4 mice per group. (f-g) Monocytes were isolated from human healthy volunteers, these cells were then incubated with GM-CSF (7 days, 37°C) then with either Vehicle or MCTR3 (1nM, 37°C). Cells were lysed and the phosphoproteome determined using mass spectrometry. (f) GO Biological pathway analysis and (g) KEGG pathway analysis for proteins found to be differentially phosphorylated in cells incubated with MCTR3 when compared to those incubated with vehicle. Results are representative of cells from n = 3 healthy volunteers per group.

To further explore the mechanism activated in MCTR3-reprogrammed monocytes that contribute to the observed protective actions, we next incubated monocytes with MCTR3 as detailed above and administered them to arthritic mice. 

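Leukocytes of the paw joints were compared between arthritic mice that had received vehicle-treated monocytes (Mono, 4 mice) and arthritic mice that had received MCTR3-reprogrammed monocytes (Mono+MCTR3, 4 mice). Neutrophils made up most of the cells in both groups, with smaller numbers of B-cells, T-cells, natural killer (NK) cells, monocytes and macrophages. Arthritis was induced in C57BL/6 mice with 100 µL of K/BxN serum, which carries antibodies that inflame the joints of the recipient, on days 0, 2 and 9. On day 12 the mice received monocytes that had been kept for 90 min with vehicle or 1 nM MCTR3. The methods and the figure legends give 2000000 monocytes per mouse, and the results text gives 1000000. On day 22, 10 days after the transfer, CD45+ cells were sorted from the joints, so cells without this leukocyte marker were largely removed before sequencing. A volume of 4000 cells was loaded on the 10x Chromium system (3′ kit), which tags each transcript with the barcode of its cell and with a unique molecular identifier (UMI), so that copies of 1 molecule made by PCR are counted once. The pooled library gave 400000000 read pairs in total according to the methods. The authors counted UMIs with Cell Ranger against GRCm38 and joined the 4 mice of each group with its aggregation step, which can bring the mice of a group to an equal number of reads per cell. The deposited tables hold these UMI counts for 28434 gene rows and 10538 cell barcodes, 5387 in Mono and 5151 in Mono+MCTR3. The suffix of the barcode told the 4 mice of a group apart, but did not say which labelled mouse each was, so mice are numbered by suffix. The cell filter of the paper's methods was applied, which keeps cells with 250 to 3000 genes, at least 500 UMIs and at most 5% mitochondrial UMIs. It left 5241 cells in Mono and 5015 in Mono+MCTR3. Per mouse, Mono held 2602412 to 3832301 UMIs (median 3262047.5) and Mono+MCTR3 1731045 to 6009009 (median 2860692.5). The median UMIs per cell ranged from 1685.5 to 2283.5 in Mono mice and from 1753 to 2428 in Mono+MCTR3 mice. The cells were grouped again into 15 clusters, because cluster names of the paper were not used here. Clusters were named from marker genes fixed before the data were examined, as were the gene lists, the tests and the rule for the genes named in the text. Of these clusters, 6 were neutrophil-like (6946 cells) and stand for the myeloid cells of Figure 5c, 2 were B-cell-like (1407 cells), 1 was T-cell-like (763 cells) and 1 was NK-like (633 cells). The monocyte-derived macrophages (MDM) were taken as 1 macrophage-like cluster of 335 cells, led by F13a1, Ms4a6c, C1qb, S100a4 and Fn1, and 1 nonclassical-monocyte-like cluster of 48 cells, led by Ear2, Eno3, Ace and Hes1. Clusters like plasmacytoid dendritic cells (77 cells), mast cells or basophils (27 cells) and fibroblasts (20 cells) were kept apart. MDM made up 4.36% ± 1.81 of the cells (SD, n = 4 mice) in Mono and 2.56% ± 2.14 (SD, n = 4) in Mono+MCTR3, a difference within the spread between mice (exact permutation test, two-sided, p = 0.257). Myeloid cells made up 67.6% ± 8.92 in Mono and 70.8% ± 11.9 in Mono+MCTR3 (SD, n = 4 each, exact p = 0.60). The shares of B-cells were 11.9% ± 5.51 and 13.5% ± 8.64 (SD, n = 4 each, exact p = 0.743), and those of T-cells 7.75% ± 2.68 and 6.99% ± 2.34 (SD, n = 4 each, exact p = 0.629). NK cells made up 7.10% ± 2.74 and 5.08% ± 1.31 (SD, n = 4 each, exact p = 0.257). The direction of the difference turned for B-cells without Mono mouse 2 (-0.292 percentage points) or Mono+MCTR3 mouse 2 (-1.79). It also turned for myeloid cells without Mono mouse 4 (-0.845) or Mono+MCTR3 mouse 3 (-1.33), and for T-cells without the same mice (0.463 and 0.183).

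**Figure D1:**
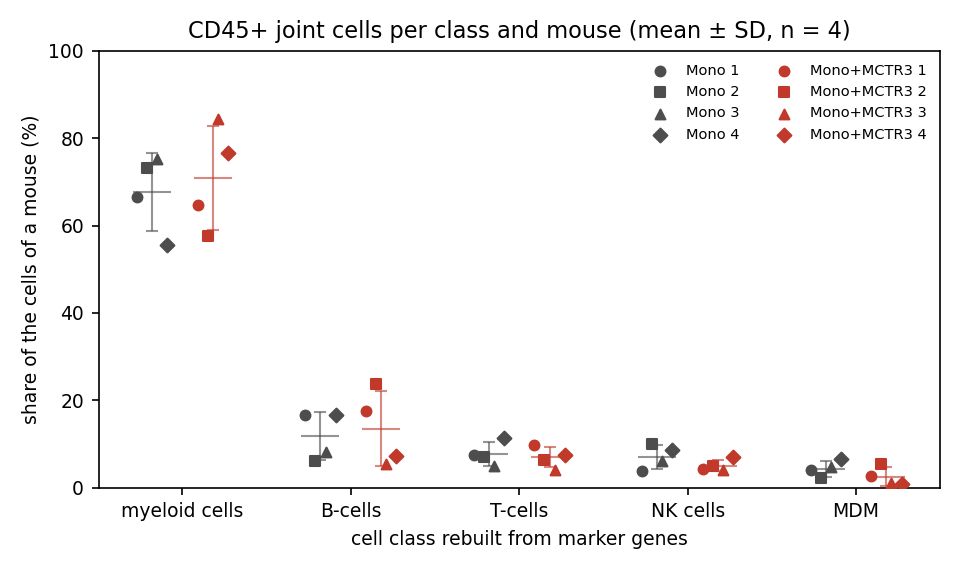
Share of cells (percent of the cells kept, vertical axis) in MDM, myeloid cells, B-cells, T-cells and NK cells for each Mono and Mono+MCTR3 mouse. Points are mice and bars show the mean ± SD (n = 4 per group); the groups overlap in every class shown.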

After 10 days we collected joints, sorted the leukocytes and subjected these cells to single cell RNA sequencing. Assessment of transcript expression differences between cells isolated from mice receiving MCTR3-reprogrammed monocytes and those from mice receiving monocytes incubated with vehicle demonstrated that of the different cell subsets identified, the biggest changes in transcript levels were observed in MDM with 41 differentially regulated genes (Figure 5c,d, Figure S7 and Table S6). 

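In MDM of mice that received MCTR3-reprogrammed monocytes, 4 genes of cell division, the B-cell gene Ebf1 and the cytokine gene Osm rose. Top2a, Stmn1 and Ebf1 were also leading genes of a group of 54 cells within MDM that the marker scoring left unnamed. The haemoglobin genes Hba-a1 and Hbb-bs were among its leading genes as well. The stress gene Hspa1b, the Fc receptor gene Fcgr4, the lysozyme gene Lyz2 and the polyamine enzyme gene Sat1 fell. Among the genes past the threshold the largest increase was in Ebf1, a transcription factor of the B-cell lineage (chromosome 11, 44617317 to 45008091, GRCm38), at 305 ± 48.3 CPM (UMIs per 1000000 UMIs of the MDM of a mouse) in Mono+MCTR3 and 45.7 ± 31.8 in Mono (SD, n = 4 mice each). This is a log2 fold change of 2.55 (SE 0.46, adjusted p = 0.0364 from edgeR's quasi-likelihood test on UMIs summed per mouse). Hspa1b, an inducible heat shock protein (chromosome 17, 34956436 to 34959238), fell by 2.64 on the log2 scale (SE 0.44, adjusted p = 0.0359), from 349.99 ± 161 CPM in Mono to 44.7 ± 33.9 in Mono+MCTR3. Of 3219 genes tested, 11 were higher and 6 lower in Mono+MCTR3 at an adjusted p under 0.05, and 453 had an unadjusted p under 0.05. Of 23 cell cycle genes 17 were tested, and all 17 were higher, 4 of them past the threshold over all genes and 17 when adjusted over the list alone (median log2 fold change 1.42, adjusted p = 0.143 with an estimated correlation). The 4 were Ube2c (log2 fold change 2.04), which tags proteins for degradation in mitosis, Top2a (1.99), which untangles DNA, Stmn1 (1.40), which destabilises microtubules, and Hmgb2 (1.13), which bends DNA. Top2a (chromosome 11, 98992943 to 99024189) stood at 44.7 ± 12.3 CPM in Mono and 203 ± 125 in Mono+MCTR3 (SD, n = 4). The chromatin genes Hmgn2 (1.19) and Hmgb1 (1.12), the nuclear transport gene Ran (1.00) and the nuclear lamina gene Lmnb1 (0.94) also rose. Osm, which encodes oncostatin M, a cytokine of the interleukin-6 family (chromosome 11, 4236420 to 4241026), rose from 138 ± 50.9 to 439 ± 194 CPM (SD, n = 4), a log2 fold change of 1.54. Fcgr4 (chromosome 1, 171018920 to 171029761) fell by 2.20 on the log2 scale, the receptor gene Sirpb1c fell by 1.30 and the lectin gene Clec4a3 fell by 1.20. Lyz2 (chromosome 10, 117277331 to 117282321) fell by 0.72, from 34489 ± 5700.3 to 21594 ± 1427 CPM (SD, n = 4). For these named genes other than Fcgr4 the 4 mice of 1 group lay apart from the 4 of the other, where the exact permutation test gives its smallest possible p of 0.0286. The genes were picked by edgeR on the same mice, so this separation adds no independent evidence. Several genes labelled in Figure 5d did not pass the threshold here. Spp1, which encodes osteopontin, had a log2 fold change of 2.31 (SE 1.05, adjusted p = 0.347), the fatty acid carrier Fabp5 1.64 (SE 0.45, 0.11) and Ifitm1 1.97 (SE 0.76, 0.272). Hspa1a had -2.20 (SE 0.62, 0.124), Nupr1 -1.52 (SE 0.34, 0.0731) and Hes1 -2.24 (SE 0.99, 0.334). Some of these values moved with single mice. Without Mono+MCTR3 mouse 2 Spp1 had 0.92, Fabp5 0.92 and Ifitm1 0.35, without Mono mouse 4 Spp1 had 4.03, and without Mono mouse 2 Hes1 had -0.82. Hes1 also moved the other way with the settings. It lay between -4.08 and -3.88 with up to 10% mitochondrial UMIs, no upper limit on genes per cell, resolution 1.0, and 10 or 30 components. Markers of macrophages and of other cell types moved in the same MDM. Of 12 tested macrophage markers 3 were positive (median -0.64), and 3 were lower when adjusted over the list alone. Of 7 tested markers of MHCII+ interstitial macrophages 0 were positive (median -0.67). In limma's camera test with an estimated correlation these 2 lists had p = 0.108 and p = 0.189. All 6 tested B-cell markers were higher (median 1.62, 1 past the threshold over all genes and 6 when adjusted over the list alone, p = 0.0603 with an estimated correlation), and 6 of 7 nonclassical monocyte markers were lower (median -1.01, 1 past the threshold, 6 when adjusted over the list alone, p = 0.0441 with an estimated correlation). MDM held 54 cells, 16 from Mono and 38 from Mono+MCTR3, in this group, which was led by Hba-a1, Hbb-bs, Vpreb3, Ebf1, Rrm2, Pclaf, Car2, Stmn1, Top2a and Myl4. Without these cells, an alternative chosen after seeing the data, the log2 fold change was 0.19 for Stmn1, 0.08 for Hmgb1, -0.07 for Hmgn2, -0.14 for Hmgb2, 0.21 for Ran and 0.33 for Lmnb1, while that of Osm was 2.04 (adjusted p = 0.0053). The 48 nonclassical-monocyte-like cells, 42 from Mono and 6 from Mono+MCTR3, counted Fcgr4, Hes1 and Ear2 among their leading genes. Without them, also chosen after seeing the data, Clec4a3 had -1.06, Sirpb1c -1.22, Lyz2 -0.78 and Hspa1b -2.16, each with an adjusted p of 0.0573. The 54 cells made up 6.90% ± 4.68 of MDM in Mono and 32.5% ± 16.6 in Mono+MCTR3 (SD, n = 4 mice each, exact permutation p = 0.0286). For the 48 cells the shares were 19.5% ± 8.04 and 5.21% ± 6.26 (SD, n = 4 each, exact permutation p = 0.0571). The changes of genes that lead these groups are not independent of these shares. The count of 17 depended on the mice and the settings. Without Mono mice 2, 3 and 4 in turn it was 0, 1 and 2, without Mono+MCTR3 mice 1 and 2 it was 0 and 7, and without the 54 cells it was 1. With 1 mouse left out Osm ranged from 1.33 to 1.77 and Hspa1b from -2.93 to -2.42. However, each lost the threshold without Mono mouse 2, 3 or 4 or Mono+MCTR3 mouse 1 or 2 (edgeR adjusted p from 0.0572 to 0.116). Osm also lost it without Mono+MCTR3 mouse 4 (edgeR adjusted p = 0.0657). The count was 0 with a limit of 10% mitochondrial UMIs, without the upper limit on genes per cell, and with 10 or 30 components. It was 2 at resolution 1.0, against 63 from DESeq2, 117 from edgeR's likelihood ratio test, 298 without a filter on low counts and 82 with the paper's gene rule. With the share of B-cells per mouse as a covariate, also chosen after seeing the data, the count was 12, with 9 of the 17. Among those lost were Ebf1, Hspa1b and Ube2c (edgeR adjusted p = 0.0572 each), Osm (0.0614) and Fcgr4 (0.09), while Top2a still passed (0.0451). Their log2 fold changes under the covariate were 2.53 for Ebf1, -2.34 for Hspa1b, 2.04 for Ube2c, 1.51 for Osm and -2.14 for Fcgr4. The cell cycle and chromatin genes shrank under several of these settings. With 10 components the log2 fold change was 0.32 for Hmgn2, 0.43 for Hmgb2, 0.50 for Hmgb1, 0.42 for Ran and 0.69 for Stmn1. At resolution 1.0 these genes had 0.28, 0.55, 0.49, 0.57 and 0.61, and with up to 10% mitochondrial UMIs 0.44, 0.68, 0.59, 0.61 and 1.29, while Osm had 1.59, 1.73 and 1.78 under the same 3 settings. Ebf1, Ube2c and Top2a had too few UMIs to be tested in any of them.

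**Figure D2:**
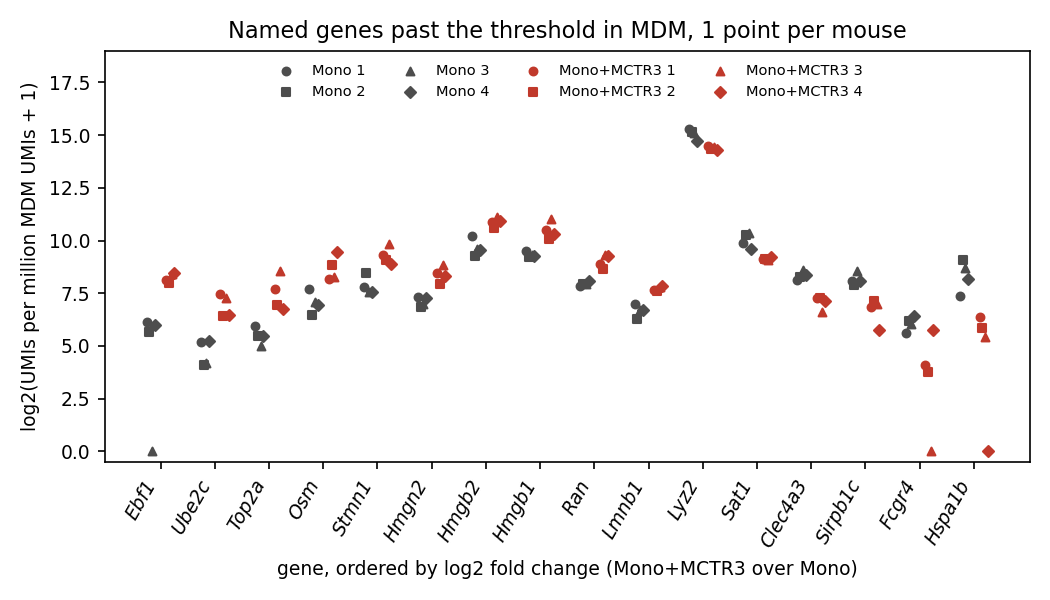
Level in MDM, as log2(CPM + 1) on the vertical axis, of the 16 named genes past the threshold in MDM, with 1 point per Mono or Mono+MCTR3 mouse (n = 4 per group). The 4 points of each group lie apart for every gene drawn except Fcgr4, where 3 of the 4 Mono+MCTR3 mice lie below all Mono mice.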

Notably, out of these differentially expressed genes, Arginase-1 (Arg-1) was the gene that was upregulated to the greatest extent in MDM isolated from mice receiving MCTR3-reprogrammed monocytes (Figure 5d). Network analysis of genes that were found to be differentially regulated in MDM from MCTR3-reprogrammed monocytes demonstrated a differential regulation of genes linked with several processes involved in joint repair, including osteoclast differentiation and arginine and proline metabolism (Figure 5e).

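Genes of osteoclast differentiation were mostly lower in MDM of Mono+MCTR3 mice, and genes of arginine and proline metabolism went both ways. Of 43 osteoclast differentiation genes listed for the test, 27 were measured, and 24 of these had a negative log2 fold change (median -0.41). Fcgr4, a receptor for immune complexes that signals through the adaptor shared with osteoclast receptors, was the only member past the threshold over all genes, and 6 were lower when adjusted over the list alone. Fcgr4 was also a leading gene of the 48 nonclassical-monocyte-like cells, 42 from Mono and 6 from Mono+MCTR3, which held 72 of its 94 UMIs in Mono and 7 of its 16 in Mono+MCTR3. Without these cells it had too few UMIs to be tested, and nonclassical monocyte markers were lower in the same MDM (6 of 7, median -1.01). Other markers moved there as well. Macrophage markers had 3 of 12 positive (median -0.64), MHCII+ interstitial macrophage markers 0 of 7 (median -0.67) and B-cell markers 6 of 6 (median 1.62). Among the other osteoclast genes, Csf1r had a log2 fold change of -0.85 (SE 0.22, adjusted p = 0.0957 from edgeR's quasi-likelihood test). It encodes the receptor for the growth factor on which osteoclast precursors depend. The transcription factor Fosb had -1.26 (SE 0.36, 0.137) and the signalling inhibitor Socs3 -0.77 (SE 0.45, 0.512). Both are also immediate early genes, which tissue digestion can switch on and which were mostly lower in the same MDM. The list as a whole ranked below the other genes in limma's camera test with its preset correlation of 0.01 (adjusted p = 1.2e-06 over the lists), but not with a correlation estimated from the data (adjusted p = 0.22 with an estimated correlation). Without the 54 cells that the marker scoring left unnamed, an alternative chosen after seeing the data, its median was -0.18 and its preset adjusted p 0.157. Without the nonclassical-monocyte-like cells, also chosen after seeing the data, the median was -0.38, with 0 of 26 members past the threshold over all genes and a preset adjusted p of 3.2e-06 (0.262 with an estimated correlation). Of 29 genes of arginine and proline metabolism, 10 were measured and 6 were positive (median 0.07, adjusted p = 0.742 with the preset and 0.835 with an estimated correlation). Sat1, which acetylates spermidine and spermine (chromosome X, 155213132 to 155216449), fell from 1066 ± 251 CPM in Mono to 563 ± 29.2 in Mono+MCTR3 (SD, n = 4 mice each), a log2 fold change of -0.96 (SE 0.17, adjusted p = 0.0359). The Sat1 call was lost without Mono mouse 2, Mono+MCTR3 mouse 1, the nonclassical-monocyte-like cells or the 54 cells. It was also lost with up to 10% mitochondrial UMIs, no upper limit on genes per cell, and 10 or 30 components. Adjusted over the list alone, 1 member was higher and 1 lower. Odc1, which makes putrescine from ornithine (chromosome 12, 17544794 to 17551505), was higher in all 4 Mono+MCTR3 mice than in any Mono mouse, at 76.8 ± 51.4 and 24.9 ± 6.23 CPM (log2 fold change 1.28, SE 0.39, adjusted p = 0.163). The creatine kinase gene Ckb (chromosome 12, 111669361 to 111672338) had a log2 fold change of -0.91 (SE 0.40, adjusted p = 0.324), and -0.35 without Mono mouse 4. From its network analysis of the genes regulated in MDM (Figure 5e), the paper concludes that MCTR3-reprogrammed monocytes changed genes of joint repair, with osteoclast differentiation and arginine and proline metabolism among them.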

We next evaluated the signaling pathways activated by MCTR3 using a phosphoproteomic approach. Gene ontology analysis of proteins found to be differentially phosphorylated in mononuclear phagocytes incubated with MCTR3 versus those incubated with vehicle alone demonstrated a marked regulation of proteins involved in post-transcriptional regulation and protein translation by MCTR3 (Figure 5f and Table S7). This regulation was also observed when using the Kyoto Encyclopaedia of Genes and Genomes pathway database that highlighted an enrichment of spliceosome linked proteins as well as proteins involved in mRNA surveillance by MCTR3 (Figure 5g and Table S7). In these studies, we also found that MCTR3 regulated the phosphorylation status of several proteins involved in both epigenetic and chromatin modification, including that of methylases Histone-lysine N-methyltransferase SETD2 as well as the deacetylases Histone deacetylase 1 and Histone deacetylase 2 (Table S7).

Recent studies identified several macrophage subsets in arthritic joints that are linked with different aspects of disease onset/propagation and resolution of joint disease.^14^^,^^61^ Therefore, we evaluated whether the transcriptional changes observed in macrophages from mice receiving MCTR3-reprogrammed monocyte were linked with the reprogramming of a specific macrophage population. Using the taxonomy published by Culemann and colleagues^61^ we identified three macrophage populations in our single cell RNAseq dataset. These were MHCII^+^ Interstitial macrophages, RELM-a^+^ Interstitial macrophages, and CX_3_CR1^+^ lining macrophages, with the latter cells being the most abundant macrophage population in this dataset (Figure S8a). 

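When the 383 MDM were clustered on their own, 5 sub-clusters formed, and none of them matched the fixed markers of lining, MHCII+ interstitial or RELM-α+ interstitial macrophages best. The largest, sub-cluster 0 with 151 cells, carried all 12 classical monocyte markers, and the scoring named it classical monocyte. Its 10 leading genes held 2 neutrophil markers, Cd177 and Mmp8, beside its own marker Chil3. The name is not used here for this reason, a choice that the scoring did not require. Sub-cluster 1, with 73 cells, was macrophage-like, and its 10 leading genes included Spp1, Pf4, C1qc, C1qa, Fxyd2, Ms4a7 and Cd63. Sub-cluster 2, with 57 cells, was scored as dendritic cells, but 4 MHCII+ interstitial markers were among its 10 leading genes, so that name is not used here either. Sub-cluster 3 held the 54 cells that the scoring itself left unnamed, and sub-cluster 4 held 48 nonclassical-monocyte-like cells led by Treml4, Eno3 and Ace. Of the lining macrophage markers, the chemokine receptor gene Cx3cr1 had 87 UMIs in sub-cluster 0, 20 in the macrophage-like sub-cluster, 13 in sub-cluster 2 and 35 in the nonclassical-monocyte-like sub-cluster, where the largest share of cells held it (22 of 48). The lipid receptor gene Trem2 had 235 UMIs in macrophage-like cells and 89 in sub-cluster 0, and Fxyd2, a regulator of the sodium pump, had 148 and 1. Vsig4, a complement receptor of tissue macrophages, had 0 UMIs in all 383 MDM, and the junction genes Cldn5 and Tjp1 likewise had 0. These lining markers could not count towards a lining name, so the naming cannot decide whether lining macrophages were present. The MHC class II genes H2-Aa and Cd74 had 7795 and 17922 UMIs in sub-cluster 2, against 635 and 1868 in macrophage-like cells. Retnla, which encodes RELM-α, had 152 UMIs in 2 cells of sub-cluster 2, both from 1 mouse, 9 in 1 macrophage-like cell and 0 in sub-cluster 0. The names are rebuilt from markers, since the cluster names of the paper were not used here, and the same held in each of the 9 clusterings tried.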

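The macrophage-like cells were few and uneven between mice. They numbered 2, 7, 9 and 17 in the Mono mice and 8, 27, 3 and 0 in Mono+MCTR3 mice 1 to 4, so only 1 mouse of each group had at least 10, and by the rule set before the data were examined only values are read from them. A fit made all the same with edgeR's quasi-likelihood test called 0 of 590 genes, with 45 at an unadjusted p under 0.05, and in sub-cluster 0 it called 0 of 1606, with 80; no other tool was run on either. No sub-cluster was named lining or interstitial, and no count of changed genes is given for these subsets. Values summed over the 35 Mono cells and the 38 Mono+MCTR3 cells cannot be set against a spread between mice, since Mono+MCTR3 mouse 2 alone gave 27 cells. With that limit, the fatty acid carrier Fabp5 had 31 UMIs in Mono and 188 in Mono+MCTR3 (182 and 1083 CPM). Trem2 had 159 and 76 UMIs (933 and 438 CPM), and Cx3cr1 had 16 and 4 (93.9 and 23.0 CPM). Apoe, which carries cholesterol out of macrophages, had 1785 and 1442 UMIs (10478 and 8308 CPM). The MHC class II gene H2-Aa had 155 and 480 UMIs (909.9 and 2765 CPM). Spp1 (chromosome 5, 104435118 to 104441050), which encodes a secreted matrix protein, had 363 and 2384 UMIs, but as 1 of the 10 leading genes of the sub-cluster it is not independent of how the cells were grouped.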

Assessment of the overall number of genes found to be differentially regulated in each of these subsets demonstrated that the largest changes in gene expression were in CX_3_CR1^+^ lining macrophages. These included the upregulation of Arg-1 in cells isolated from arthritic joints of mice that received MCTR3-reprogrammed monocytes (Figure S8b-e). Taken together these findings indicate that MCTR3 promotes the reprograming of mononuclear phagocytes *via* the regulation of epigenetic programs and protein translation to facilitate the termination of inflammation and joint protection. They also support the hypothesis that MCTR3-reprogrammed monocytes recruited into arthritic joints exert their activities *via* the upregulation of tissue protective pathways.

To evaluate this hypothesis further, we employed an organ culture system whereby monocytes were obtained from the bone marrows of arthritic mice and incubated with or without MCTR3 in the presence or absence of a DNA methyltransferrase inhibitor. These cells where then differentiated to macrophages for 5 days using GM-CSF as the agonist given that this was recently linked with macrophage differentiation in joints from RA patients.^62^ We then incubated arthritic femur heads with these cells for 2 days and assessed their glycosaminoglycan expression. Assessment of Safranin-O staining demonstrated higher glycosaminoglycan content in femur heads incubated with MDM obtained from MCTR3-reprogrammed monocytes (Figure 6a). Of note, inhibition of methyltransferase activity reversed these protective actions of MCTR3-reprogrammed monocytes (Figure 6a). Thereby, these findings lend support to the hypothesis that MCTR3 reprograms monocyte responses resulting in MDM that display joint protective activities.

**Figure 6:**
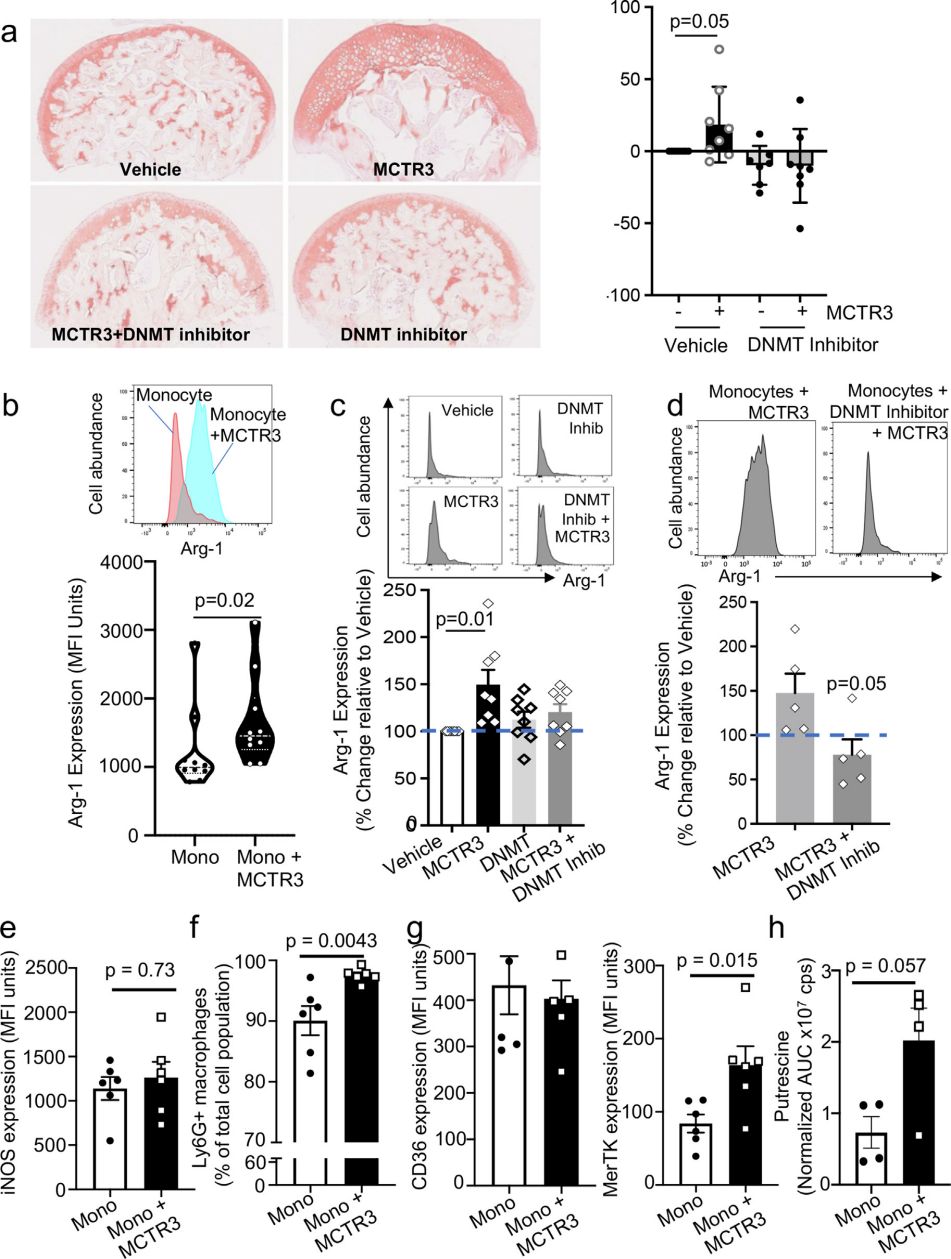
DNMT enzyme inhibition reverses the ability of MCTR3 to upregulate Arg-1 in MDM and the cartilage protective activities of MCTR3-reprogrammed monocytes.. (a) Inflammatory arthritis was induced in C57BL/6 mice by administering 100 µL K/BxN serum i.p. on days 0 and 2 and femur heads and bone marrow monocytes were collected on day 5. Femur heads were incubated in serum free DMEM high glucose containing 1% insulin-transferrin-selenium for 48 hours and then in DMEM containing 10 % FBS and 10 ng/mL IL1-β for a further 72 hours. Bone marrow derived monocytes were incubated with vehicle (DPBS + 0.1 % DMSO) or 10 µM RG108, a DNMT inhibitor, for 45 min and then with either vehicle (DPBS + 0.1 % EtOH) or 1 nM MCTR3 for 24 hours. Cells were differentiated to monocyte-derived macrophages, then incubated with femur heads for 48 hours. The proteoglycan concentrations in the femur heads were assessed using Safranin O staining. (*left panels*) Representative images from Safranin-O stained femur heads (*right panel*) quantification of Safranin-O stained femur heads. Results are mean ± SEM and expressed as percentage change from cells incubated with vehicle alone. n = 5-8 mice per group from two separate experiments. (Statistical differences were evaluated using one-sample Wilcoxon signed rank test). (b) Mice were administered K/BxN serum on days 0, 2 and 9 then on day 12 they were treated 2×10^6^ PKH67-labelled monocytes isolated from arthritic mice and incubated with either vehicle (DPBS + 0.1 % EtOH) or 1 nM MCTR3 for 90 min *via i.v* injection. After 10 days joints were harvested, cells were liberated and expression of Arg-1 was evaluated in PKH67^+^CD64^+^ cells using flow cytometry. Results are from n=10 mice per group. (Statistical differences were evaluated using a Mann-Whitney U test). (c) Inflammatory arthritis was induced in C57BL/6 mice and bone marrow-derived monocytes were isolated and treated as in a and Arg-1 expression was evaluated using flow cytometry. Results are mean ± SEM and expressed as percentage change from cells incubated with vehicle alone. n = 8 per group from two separate experiments. (Statistical differences were evaluated using one-sample Wilcoxon signed rank test.) (d) Mice were given K/BxN serum (*via i.p*. injection) on days 0, 2 and 9. On day 12 these were treated with 2×10^6^ PKH67-labelled monocytes isolated from arthritic mice and incubated either with vehicle (DPBS + 0.1 % DMSO) or 10 µM RG108, a DNMT inhibitor, for 15 min and then with a vehicle (DPBS + 0.1 % EtOH) or 1 nM MCTR3 for 90 min. On day 22, joints were collected and the expression of Arg-1 in PKH67^+^ CD64^+^ cells was evaluated using flow cytometry. Dashed line represents vehicle groups. Results are mean ± SEM and expressed as a percentage change from vehicle group. (Statistical differences were calculated using a Mann-Whitney U test). (e-h) Mice were treated as described above in (b) and cells liberated from the hind paw on day 22 were evaluated for (e) Expression of iNOS, (f) Ly6G (g) CD36 and MerTK expression in macrophages. (h) Putrescine levels in paws. Results are mean ± SEM and expressed as percentage change from vehicle group. n = 4-6 mice per group. (Statistics differences were evaluated Mann-Whitney U test).

### Arg-1 mediates the joint protective activities of MCTR3-reprogrammed monocytes

Recent studies demonstrate that Arg-1 exerts potent joint protective activities in inflammatory arthritis.^54^^,^^63^ Having observed an upregulation of Arg-1 in joint macrophages from mice treated with MCTR3 (Figure 1) and those treated with MCTR3-reprogrammed monocytes (Figure 5) we next questioned whether Arg-1 was responsible for the observed anti-arthritic properties of these cells. For this purpose, we repeated the *in vivo* experiments detailed above, this time labelling the monocytes isolated from arthritic mice with a fluorescent membrane dye, PKH67, to differentiate them from endogenous monocytes. After 10 days we harvested the paws, liberated cells and assessed the expression of Arg-1 in PKH67^+^ MDM. Here we observed a significant increase in Arg-1 expression in PKH67^+^ MDM from mice that received MCTR3-reprogrammed monocytes when compared with those that received monocytes incubated with vehicle alone (Figure 6b). This observation was also replicated in MDM differentiated *in vitro* from MCTR3-reprogrammed monocytes and previously found to exert cartilage protective activities in our organ culture system (Figure 6c). Notably, incubation of monocytes with a methyltransferase inhibitor reversed the ability of MCTR3 to upregulate this joint protective enzyme both *in vitro* and *in vivo* (Figure 6c,d). Intriguingly, the regulation of Arg-1 was found to be a specific response elicited by MCTR3 in these monocytes, given that iNOS expression in these cells, an M1-lineage associated marker, was unaffected by MCTR3 (Figure 6e).

Efferocytosis is a key step in the resolution of inflammation and is linked with initiation of reparative responses.^21^^,^^64^ Therefore, we next evaluated whether MCTR3 reprogramming enhanced the ability of joint macrophage to upregulate the clearance of apoptotic cells. Flow cytometric analysis demonstrated a significant increase in the levels of macrophages carrying apoptotic neutrophils, as shown by an increase in the number of macrophages expressing the neutrophil marker Ly6G (Figure 6f). These results were coupled with a significant increase in the expression of the efferocytosis receptor MerTK (Figure 6g). Since we observed an increase in both Arg-1 and MerTK we next queried whether the downstream product of Arg-1, putrescine, which is linked with the regulation of MerTK expression and efferocytosis in macrophages,^65^ was also increased in mice receiving MCTR3-reprogrammed monocytes. Mass spectrometric analysis demonstrated an upregulation of putrescine in joints from mice receiving MCTR3-reprogrammed monocytes when compared with those that received monocytes incubated with vehicle alone, although this increase did not reach statistical significance (Figure 6h).

To further investigate the role of Arg-1 in mediating the antiarthritic and reparative activities of MCTR3-reprogrammed monocytes we used an siRNA approach to knockdown the expression of this enzyme in MDM and then evaluated the ability of these cells to promote cartilage repair using the organ culture system described above. Here we found that while MDM obtained from MCTR3-reprogrammed monocytes and transfected with a control siRNA markedly increased glycosaminoglycan content in arthritic femur heads, transfection of cells with siRNA to Arg-1, significantly abrogated the cartilage protective actions of these cells (Figure 7a,b).

**Figure 7:**
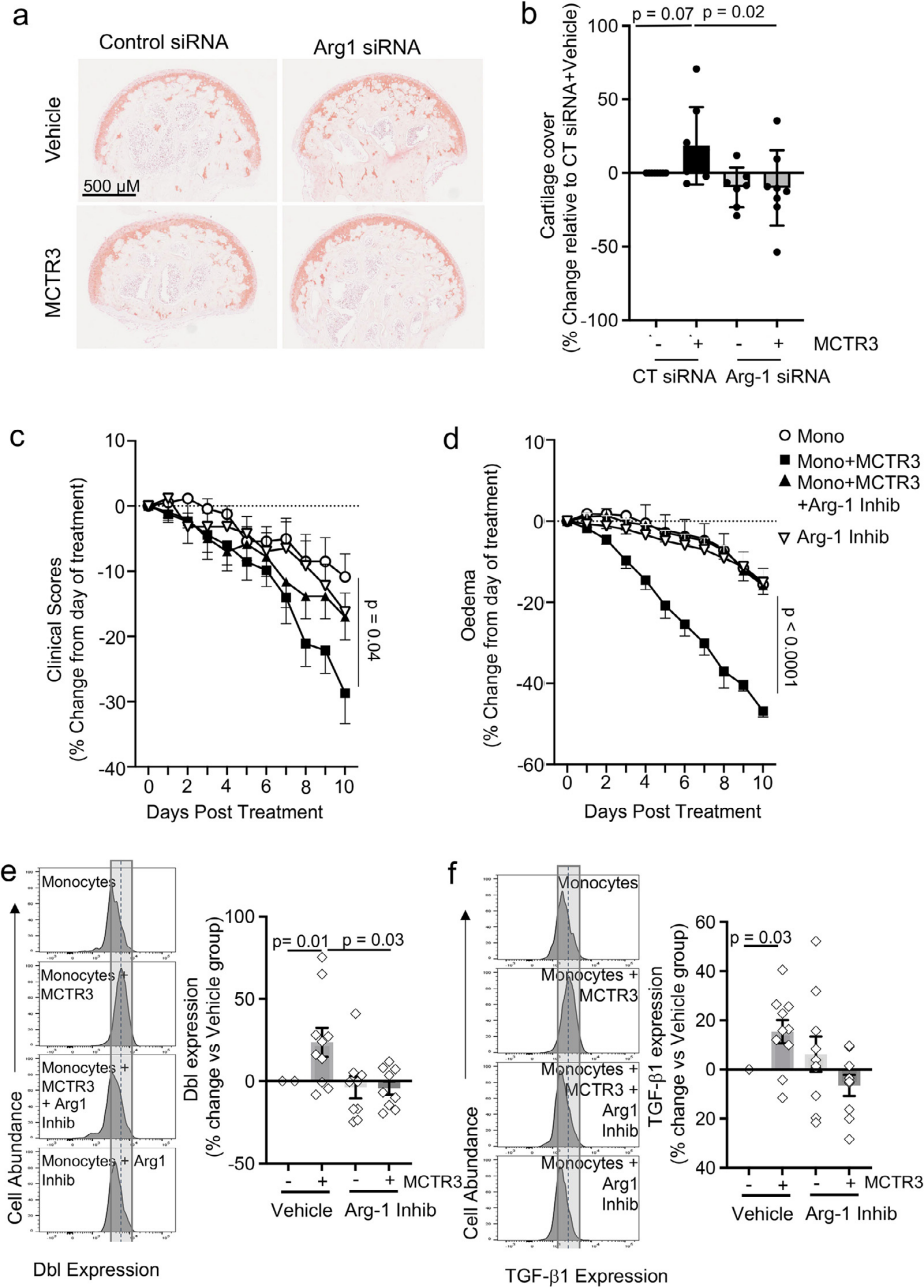
Arg-1 mediates the anti-inflammatory and cartilage protective activities of MCTR3-reprogrammed monocytes. (a, b) Femur heads and bone marrow-derived monocytes were collected 5 days following the induction of arthritis in C57BL/6 mice. Femur heads were incubated in serum free DMEM high glucose containing 1% insulin-transferrin-selenium for 48 hours and then in DMEM containing 10 % FBS and 10 ng/mL IL-1β for 4 days. Monocytes were incubated with vehicle (DPBS + 0.1 % EtOH) or 1 nM MCTR3 for 24 hours, then differentiated to monocyte-derived macrophages. Two days after the initiation of differentiation, cells were transfected with control siRNA or siRNA against Arg-1. Three days later these cells were incubated with arthritic femur heads for 48 hours. Tissues were then collected and glycosaminoglycan content was evaluated using Safranin-O staining. (a) Representative images and (b) quantitation of Safranin-O staining. Results are mean ± SEM, n = 7-8 mice per group. (Statistical differences were evaluated using one sample Wilcoxon signed rank test when assessing for differences vs Vehicle group and using one-way ANOVA and Kruskal Wallis *post hoc* test when evaluating differences vs MCTR3 treated group). (c-f) Mice were administered K/BxN serum on days 0, 2 and 9 then on day 12 they were treated 2×10^6^ PKH67-labelled monocytes isolated from arthritic mice and incubated with either vehicle (DPBS + 0.1 % EtOH) or 1 nM MCTR3 for 90 min *via i.v* injection and 200 µg N^ω^-Hydroxy-nor-L-arginine (nor-NOHA), an arginase 1 inhibitor, or vehicle (DPBS) that were administered daily for a 10-day period *via i.p.* injection. Disease course was evaluated by assessing (c) clinical scores and (d) paw oedema. Results are mean ± SEM, n = 8-10 per group from two distinct experiments and expressed as percent change from first day of treatment. (Statistical differences were evaluated using Two-way ANOVA). (e-f) At the end of the experiments joints were collected and (e) Dbl and (f) TGF-β1 expression was evaluated in PKH67^+^ CD64^+^ cells using flow cytometry. Results are mean ± SEM and expressed as percentage change from vehicle group. n = 9-10 mice per group. (Statistical differences were evaluated using one-sample Wilcoxon signed rank test when assessing for differences vs Vehicle group and using one-way ANOVA and Kruskal Wallis *post hoc* test when evaluating differences vs MCTR3 treated group).

We next tested whether inhibition of Arg-1 activity *in vivo* would also reverse the protective actions of MCTR3-reprogrammed monocytes. For this purpose, we treated mice that received MCTR3-reprogrammed monocytes with the Arg-1 inhibitor N^ω^-hydroxy-nor-ʟ-arginine (nor-NOHA) and assessed joint disease activity. Here we found that as observed in previous experiments, administration of MCTR3-reprogrammed monocytes led to a reduction in both clinical scores and joint oedema, when compared with those mice that received monocytes incubated with vehicle alone. Of note treatment of mice with the Arg-1 inhibitor reversed these joint protective actions of MCTR3-reprogrammed monocytes as observed by an increase in clinical scores and oedema (Figure 7c-d). Furthermore, inhibition of Arg-1 activity also reversed the upregulation of the Rac1 guanosine triphosphate (GTP)-exchange factor Dbl, an enzyme implicated in mediating the pro-resolving actions of Arg-1 in MDM^65^ and TGF-β1, a morphogen involved in bone and cartilage maintenance and repair (Figure 7e, f).^66^ Together these findings support a role for Arg-1 in mediating the joint protective activities of MCTR3-reprogrammed monocytes.

## Discussion

Despite the notion that joint damage in patients with RA leads to significant morbidity, current therapeutic approaches in RA are ineffective at activating joint repair programs. In the present studies we found that MCTR3 concentrations were negatively correlated with markers of both systemic and joint inflammation in patients with RA. Systemic administration of MCTR3 to arthritic mice not only accelerated the resolution of joint inflammation but also activated joint reparative programs. Assessment of the cellular mechanisms involved in the observed protective activities demonstrated that MCTR3 reprogrammed monocytes upregulated a number of tissue protective mechanisms, including Arg-1 expression. Intravenous administration of MCTR3-reprogrammed monocytes recapitulated the protective activities of systemic MCTR3 administration. Inhibition of DNA methyltransferases or Arg-1 abrogated both the anti-inflammatory and joint protective actions of MCTR3 during inflammatory arthritis. Together these findings suggest, that MCTR3 reprograms circulating monocytes that when recruited into inflamed joints, differentiate into macrophages with potent anti-inflammatory and tissue reparative activities.

Unremitting inflammation is a key component in the destruction of joint tissues. In many patients this leads to severe deformation of the articular bones. Whilst such deformations in large articular bones, such as hips and knees can be rectified *via* arthroscopic surgery, smaller joints such as those in the fingers cannot be rectified using these approaches resulting is severe disability in many patients with RA.^1^, ^2^, ^3^, ^4^, ^5^^,^^48^^,^^67^ To date, the only therapeutics that impinge on this process of joint destruction are anti-TNF therapies which have been found to limit the activation of synovial cells and the progression of tissue destruction.^3^^,^^4^ Nonetheless, these therapeutics do not activate reparative process, and therefore any damage that occurs, especially in those patients with advanced bone and joint destruction are likely to be permanent. Furthermore, not all patients treated with anti-TNF therapies go into remission, which results in further tissue damage. In the present studies we found that MCTR3 administration, using a therapeutic paradigm, potently limited clinical signs of joint inflammation in two distinct models of inflammatory arthritis. This reduction in joint inflammation was linked with the activation of joint protective mechanisms as demonstrated by a significant upregulation in both collagen 2 and collagen X expression, increased cartilage cover, increased bone volume and decreased callus size in joints from mice treated with MCTR3. The anti-inflammatory activities of MCTR3 are also in line with observations made with other SPMs, whereby AT-RvD1, RvD3, MaR1 and the RvD precursor 17-HDHA were all found to display potent anti-inflammatory, anti-nociceptive and joint protective activities.^27^^,^^40^^,^^68^^,^^69^

Trained immunity is now appreciated to play a significant role in both host protection from pathogenic infections as well as in the propagation of inflammation in chronic inflammatory conditions.^70^ Underpinning trained immunity is a change in the DNA methylation status of the cell that leads to a shift in the cellular responses to subsequent inflammatory stimulus. Studies investigating this process in RA demonstrated that circulating CD14+ monocytes from these patients expressed increased basal CD11b expression and produced higher concentrations of IL-1β and IL-6 when stimulated *ex vivo*.^71^ Notably, recent findings demonstrated that incubation of human monocytes with etanercept and adalimumab downregulated the trimethylation of H3K4, H3K27, H3K36 and H3K79 in the CCL2 promoter region by decreasing the expression of the related methyltransferases WDR5 and Smyd2.^72^ These finding suggest therapeutics that can modulate trained immunity to downregulate the expression of inflammation-initiating genes in monocytes and MDMs may be attractive targets in the treatment of RA.

Notably, the process of trained immunity has to-date been primarily linked with the reprogramming of cells towards an activated, potentially pro-inflammatory status.^59^^,^^71^ Our findings indicated that MCTR3-reprogrammed monocytes exert both anti-inflammatory and tissue reparative activities as observed by a decrease in joint disease activity and upregulation in collagen 2 and collagen X expression. These protective activities of MCTR3 on reprogramming monocyte responses were reversed when these cells were incubated with a DNA methyltransferase inhibitor, underscoring a central role for epigenetic reprogramming in mediating the protective activities of MCTR3 on monocytes. Thus, the present findings suggest that MCTR3 changes the epigenetic landscape of trained monocytes from arthritic mice to upregulate tissue protective and pro-resolving pathways in these cells. This hypothesis is supported by findings made in our transcriptomic and phosphor-proteomic analysis. Whereby we found that MCTR3 regulates the phosphorylation status of proteins involved in epigenetic and chromatin regulation in mononuclear phagocytes. Furthermore, sc-RNA seq analysis of synovial leukocytes from mice receiving MCTR3-reprogrammed monocytes demonstrated a marked shift in the transcriptome of MDMs with an upregulation of several immunoregulatory and host protective genes, including Arg-1. This enzyme was recently found to exert anti-arthritic activities, whereby upregulation of Arg-1 expression in macrophages in mice lacking the transcription factor Fra-1, which negatively regulates Arg-1 expression, was linked with an enhanced resistance to both joint inflammation and joint damage in experimental arthritis.^54^ Arg-1 activity in macrophages is also involved in regulating efferocytosis, a key pro-resolving activity of macrophages which was recently suggested to play an important role in tissue repair.^73^ In this context, the Arg-1 downstream metabolite putrescine regulates the ability of macrophages to uptake apoptotic cells, and disruptions in this pathway are linked with the propagation of tissue inflammation in atherosclerosis.^65^ In the present studies we found that MCTR3-reprogrammed monocytes yield MDMs with elevated expression of Arg-1 both *in vivo* and *in vitro*. This observation was linked with a downregulation of *Fra-1* expression in arthritic paws from these mice. Notably, inhibition of Arg-1 expression or activity reversed both the anti-inflammatory and the joint reparative activities of MCTR3-reprogrammed monocytes. Thus, these findings establish a central role of this enzyme in mediating the protective activities of MCTR3 during inflammatory arthritis.

Over the past years there has been a steady increase in the development of cell-based therapeutics for the treatment of both chronic inflammatory conditions and cancers. Many of these therapies involve complex and sometimes expensive gene editing approaches which have to some extent limited their application. In addition, these approaches have been primarily focused on the use of bone marrow-derived cells. Harvest of these cells is a painful process for patients, it requires hospitalization, and can cause side effects that include bone marrow inflammation further complicating the application of cell-based therapies. Another approach being developed is that of allogeneic cell therapies, which would in principle increase throughput and drive down costs. However, the application of this approach to patient treatment has been fraught with issues primarily linked with the activation of the recipient immune responses and rejection. Results from the present studies indicate that circulating monocytes may represent a target population for cell-based therapeutics in patients with RA. A recent study supports the potential applicability of such an approach, whereby, Moroni and colleagues in a phase I study collected peripheral blood monocytes from patients with liver cirrhosis. They then differentiated the cells to MDMs *ex vivo* and re-injected these cells back to the patient, demonstrating that such an approach is both feasible and safe.^74^ Our findings from both *in vivo* studies and organ culture models suggest that MCTR3-reprogrammed monocytes display enhanced protective activities over non-reprogrammed monocytes in facilitating both the resolution of joint inflammation and promoting the repair and regeneration of arthritic tissues.

The present work leverages well established experimental methodologies for dissecting and evaluating mechanisms in tissue repair therefore they establish insights into the potential utility of MCTR3 and MCTR3-reprogrammed monocytes in both regulating inflammation and promoting joint repair. Given that the evidence collected thus far is primarily based on experimental models, future studies will need to establish the translational potential of the present work to humans. They will also need to establish key pharmacological parameters as well as the targets that these potential SPM-based therapeutics may regulate.

In summation, the present studies demonstrate that MCTR3 reprograms monocytes to differentiate to MDMs with anti-inflammatory and joint reparative properties. Whilst results from the present findings do not exclude a role for other cells in mediating the protective activities of MCTR3 when administered *in vivo*, they provide compelling evidence for a central role of MDMs in conferring both the anti-inflammatory and joint protective activities of this mediator. The results presented herein suggest that the protection observed in mice receiving MCTR3-reprogrammed monocytes is mediated directly by the reprogrammed cells *via* the release of factors and/or molecules that exert joint reparative activities such as polyamines. The anti-arthritic propoertes of these cells are also likely propagated *via* the release of molecules, such as SPM, that reprogram the tissue environment and resolve inflammation (Figure 5-7). Together these mechanisms lead to the reduction of inflammation and repair of damaged tissues. Thus, our findings elucidate potential therapeutic strategies in the treatment of patients with RA that target both the inflammatory component and promote joint repair. This approach may also be useful in other inflammatory conditions characterized by uncontrolled inflammation and tissue destruction.

## Contributors

J.D. conceptualized the overall research plan, obtained funding, wrote the original draft of the manuscript and supervised the work; K.P., L.L., P.S, E.A.G, D.K., J.F. M.H., V.R. curated the data, performed formal analysis, J.S., A.R.R., B.W.S., A.P., C.P. J.D. supervised the work and/or provided resources. All authors contributed to reviewing and editing the manuscript. Data verification was carried out by J.D. and A.P. All authors read and approved the final version of the manuscript.

## Data Sharing statement

All data will be made available by the corresponding author upon reasonable request

## Declaration of interests

JD is an inventor on patents related to the composition of matter and/or use of pro-resolving mediators some of which are licensed by Brigham and Women's Hospital or Queen Mary University of London for clinical development. JD is also scientific founder and director of Resolomics Ltd. K.P. and L.L. are inventors on patent applications related to the use of cell therapy relating the use of MCTR3 reprogrammed monocytes to treat joint inflammation. Other authors declare no relevant conflict of interest.

# Supplementary material for: MCTR3 reprograms arthritic monocytes to upregulate Arginase-1 and exert pro-resolving and tissue-protective functions in experimental arthritis
**Source:** eBioMedicine. 2022 Apr 14;79:103974. doi: 10.1016/j.ebiom.2022.103974
**Supplement:** Supplementary file 2

**Supplementary Legends**

**Figure S1: Plasma MCTR3 are reduced in patients with radiographic signs of erosion and are linked with joint disease phatotype.** Plasma was collected from a patient cohort of DMARD naive patients and concentrations for MCTR1, MCTR2 and MCTR3 were evaluated in relation to (a) joint disease phatotype (b) radiographic evidence of joint erosion (c) responsiveness to DMARD treatment, Non-resp (Non responders) Resp (responders). Results for a are n = 28 patients for Fibroid-pauci and Lymphoid phenotypes and 33 for Myeloid phenotype; for b n = 67 for patients without signs of erosion (no-erosion group) and n = 15 for patients with signs of erosion (erosion group); and for c n = 32 for DMARD non -responders and 67 for DMARD non-responders. (Statistical differences for a were evaluated using Kruskall Wallis test and Dunn’s multiple comparison post hoc test. For b, c statistical difference were evaluated using Mann Whitney U Test).

**Figure S2: Validation of MCTR3**

MCTR3 was obtained via total organic synthesis and the physical properties of the synthetic material (a) UV chromophore, (b) Retention Time in Liquid chromatography and (c) MS/MS fragmentation profile was determined and compared to published values.

**Figure S3: MCTR3 limits joint inflammation.**

Mice were administered K/BxN serum on days 0 and 2 and then treated with MCTR3 (100 ng/mouse) or vehicle (DPBS + 0.1 % EtOH) on days 3 and 5. Disease course was evaluated by assessing (a) clinical scores. (b-c) On day 7 joints were collected and disease severity was evaluated using (b) H&E Staining, arrows denote leukocyte infiltration and (c) glycosaminoglycan content was assessed using Safranin-O staining, arrows denote Safranin-O staining in cartilage. Results for (a) are presented as mean ± SEM. (Statistical differences for (a) were evaluated using Two-Way ANOVA). n = 4 mice per group. IFP = intrapatellar fat, M = meniscus, PF = Pannus formation. (d-e) Lipid mediator profiles were determined using LC-MS/MS-based lipid mediator profiling and evaluated using PLS-DA. (d) scores plot with highlighted regions denoting the clusters representing each group and (e) VIP scores for top 15 mediators. Each dot in the score plot represents a separate mouse.

**Figure S4: MCTR3 decreased leukocyte infiltration and cartilage damage in arthritic mice. Related to Figure 1.** C57BL/6 mice were administered 100 µL K/BxN serum *i.p.* on day 0, 2 and 8. Mice were treated with 1 µg/mouse MCTR3 or vehicle *i.v.* (DPBS + 0.1 % EtOH) on day 10, 12 and 14. Hind paws were collected on day 25, fixed and stained using H&E stain. (a) representative images (b) Pannus size (c) leukocyte infiltration and (d) cartilage damage were evaluated. (Statistical differences were calculated using Mann Whitney U test). Results are mean ± SEM. n = 5 mice per group. IFP = intrapatellar fat, M = meniscus, TB = Tibia, PF = Pannus formation, Red arrows denote leukocyte infiltration.

**Figure S5: Gating strategy employed in the identification of monocyte-derived macrophages.**

**Figure S6: MCTR3 promotes bone and cartilage repair in arthritic mice.**

G6PI peptide (10 µg/mouse) in CFA was administered to DBA/1 mice (100 µL/mouse) and mice were treated with either vehicle (DPBS + 0.1 % EtOH) or 1 µg/mouse MCTR3 *i.v.* on day 24, 26 and 28. On day 36, hind paws were harvested for histological analysis. (a) Representative images from knee joints from a vehicle and MCTR3 treated mouse stained with Safranin-O and (b) quantitative analysis of Safranin O staining. Results are mean ± SEM n = 5 mice per group. (c-(d) microCT analysis was performed *in vivo* on day 24 and 35, to evaluate bone erosion in the arthritic knees. (c) Representative images from the microCT scans from the knee from arthritic mice treated with either vehicle or MCTR3 exhibiting a 2-D coronal cross-sectional image of the proximal tibia, where the ROI was selected in the trabecular epiphysis and (d) quantitative analysis of bone volume. Results are mean ± SEM and expressed as percent change from values obtained on day 24 for each mouse. n = 4 mice per group. (Statistical differences were evaluated using a Mann-Whitney U test).

**Figure S7: Differential gene expression of distinct cell clusters identified in the sc-RNA seq.** K/BxN serum (100 µL, *i.p*.) was administered to mice on days 0, 2 and 9 to induce and prolong inflammatory arthritis. On day 12, mice were treated *i.v.* with 2 x 10^6^ monocytes isolated from arthritic mice that were previously incubated with either vehicle (PBS + 0.1 % EtOH) or 1 nM MCTR3 for 90 min. Cells were isolated from paw joints on day 22, sorted for CD45^+^ cells and single cell RNA sequencing was performed. Volcano plot highlighted differentially regulated genes in the (a) Myeloid cells, (b) B-cells and (c) T-cells population. Results are from n = 4 mice per group

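In myeloid cells, here the neutrophil-like clusters, the erythroid gene Alas2 was higher and the chemokine gene Ccl5 lower in Mono+MCTR3, but each passed the threshold only with 1 particular cell included, and no gene passed the threshold in B-cells or T-cells. Alas2, the enzyme that starts haem synthesis (chromosome X, 150547375 to 150570638), had a log2 fold change of 4.14 (SE 0.55, adjusted p = 0.018 from edgeR's quasi-likelihood test), from 13 UMIs in Mono and 252 in Mono+MCTR3, all of them in 14 cells. A single cell held 64 of its 85 UMIs in Mono+MCTR3 mouse 1, whose level without that cell was 10.7 CPM in place of 43.2. Without this cell, an alternative chosen after seeing the data, Alas2 had a log2 fold change of 3.70 (SE 0.63, adjusted p = 0.171), Ccl5 had -1.20 (adjusted p = 0.0902), and edgeR called 0 of 5325 genes, with 236 at an unadjusted p under 0.05; no other tool was run without it. Ccl5, which attracts T-cells and monocytes (chromosome 11, 83525778 to 83530518), fell by 1.20 on the log2 scale (SE 0.17, adjusted p = 0.0301), from 95.9 ± 20.5 to 40.3 ± 6.12 CPM (SD, n = 4 mice each). However, 1 cell held 118 of its 191 UMIs in Mono mouse 1, whose level without that cell was 41.0 CPM in place of 107. Without this cell, an alternative chosen after seeing the data, Ccl5 had a log2 fold change of -0.92 (SE 0.25, adjusted p = 0.992) and no longer passed the threshold. The haemoglobin genes were higher in all 4 Mono+MCTR3 mice than in any Mono mouse but did not pass the threshold. Hbb-bs stood at 139 ± 189 CPM in Mono and 3803 ± 1280.2 in Mono+MCTR3 (SD, n = 4, log2 fold change 4.77, SE 0.96, adjusted p = 0.224), and 1 cell held 6041 of its 9149 UMIs in Mono+MCTR3 mouse 1. Transcripts of other cell types were found in every class. S100a8, which neutrophils make in large amounts, had a UMI in 95.0% of B-cells and 98.2% of T-cells, and Hbb-bs in 10.2% of myeloid cells, 10.8% of B-cells and 12.7% of T-cells. In B-cells Hbb-bs stood at 31.9 ± 27.1 CPM in Mono and 62.3 ± 7.74 in Mono+MCTR3, and in T-cells at 22.5 ± 20.1 and 49.1 ± 25.5 (SD, n = 4). All 6 tested erythroid genes were positive (median 4.68, 1 past the threshold, 6 when adjusted over the list alone, adjusted p = 0.0912 with an estimated correlation). These genes are typical of red cells and their precursors. Of 5327 genes tested in myeloid cells, 3 passed the threshold and 238 had an unadjusted p under 0.05. Cluster 0 was the largest neutrophil-like cluster in Mono (1152 cells) and cluster 1 in Mono+MCTR3 (1121 cells). In fits not set before the data were examined, edgeR called 2 genes in cluster 0 alone and 1 in cluster 1 alone. All of these were among the 3, and 0 genes were called in clusters 2, 7, 8 and 10. Rgs1, a brake on chemokine receptors, lay below all Mono mice in all 4 Mono+MCTR3 mice without passing the threshold (log2 fold change -1.005, SE 0.28, adjusted p = 0.992). The count of 3 was 1, 0 and 6 without Mono mice 1, 2 and 4 and 0 without Mono+MCTR3 mouse 1, and was also 0 without the upper limit on genes per cell or without Scrublet-called doublets. With the share of B-cells per mouse as a covariate, chosen after seeing the data, it was 7, with the same 3 among them. With 1 mouse left out the log2 fold change of Ccl5 stayed between -1.35 and -1.12, but it passed the threshold only without Mono mouse 3, and at resolution 1.0 or with 10 components it had -0.78. The Alas2 call ended without Mono mice 1, 2 and 3 or Mono+MCTR3 mouse 1 (adjusted p from 0.0583 to 0.112, log2 fold change 3.76 to 3.998) and with DESeq2 (adjusted p = 0.137). In B-cells, edgeR called 0 of 3932 genes, with 197 at an unadjusted p under 0.05, against 0 by DESeq2 and 2 by edgeR's likelihood ratio test. Vgll4, a transcriptional cofactor, had a log2 fold change of -0.87 there (SE 0.18, adjusted p = 0.387) and the complement regulator Cd55 0.40 (SE 0.13, 0.946). B-cell cluster 3 was the larger in Mono (379 cells) and cluster 5 in Mono+MCTR3 (411 cells), and edgeR called 0 genes in each alone, with 138 and 77 at an unadjusted p under 0.05. Without Mono mouse 4 the B-cell count was 2. In T-cells, edgeR called 0 of 3435 genes, with 178 at an unadjusted p under 0.05, against 0 by DESeq2 and 1 by the likelihood ratio test. The chemokine gene Ccl4 had a log2 fold change of -1.30 (SE 0.29, adjusted p = 0.637), and Gpr183, a receptor that guides lymphocytes, had 0.44 (SE 0.16, 0.906). Without Mono mouse 1 the T-cell count was 1. In simulated data with these depths and 200 changed genes per class, the test recovered 46.4% of genes changed by 1 on the log2 scale in MDM. It recovered 77.8% in myeloid cells, 89.7% in B-cells and 79.1% in T-cells. With so many changed genes the adjusted threshold is easier to pass. These shares therefore cannot tell whether a few changed genes would have been found.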

**Figure S8: Differential gene expression in distinct joint macrophages following treatment with MCTR3 reprogrammed monocytes.** K/BxN serum (100 µL, *i.p*.) was administered to mice on days 0, 2 and 9 to induce and prolong inflammatory arthritis. On day 12, mice were treated *i.v.* with 2 x 10^6^ monocytes isolated from arthritic mice that were previously incubated with either vehicle (DPBS + 0.1 % EtOH) or 1 nM MCTR3 for 90 min. Cells were isolated from paw joints on day 22, sorted for CD45^+^ cells and single cell RNA sequencing was performed. (a) the number of cells identified for each cell subsets in mice receiving monocytes (Mono) or MCTR3 reprogrammed monocytes (Mono+MCTR3). (b) the number of genes found to be differentially expressed in the different cell subsets and (c-e) volcano plots for (c) CX_3_CR1^+^ Lining macrophages (d) MHCII+ interstitial macrophages and (e) RELMA+ interstitial macrophages.

**Supplementary Tables**

**Supplemental Table 1: Genes employed for the characterization of distinct cell subsets in sc-RNA seq analysis**

**Supplemental Table 2: Cell counts for the distinct cell subsets identified in the sc-RNA seq.**

**Supplemental Table 3: Cell counts for the distinct cell clusters**

**Supplemental Table 4: Lipid mediator profiles from arthritic joints of MCTR3 treated mice**

K/BxN serum (100 μL, i.p.) was administered to C57BL/6 mice on day 0 and 2 and then treated with MCTR3 (100 ng/mouse) or vehicle (DPBS + 0.1 % EtOH) on days 3 and 5. On day 7 joints were collected lipid mediators were identified and quantified using LC-MS/MS. Results are mean ± SEM from 5 mice per group. - = below limits of quantitation**.**

**Supplemental Table 5: Paw lipid mediator profiles after the administration of arthritic**

**monocytes or MCTR3-reprogrammed monocytes.**

K/BxN serum (100 μL, i.p.) was administered to C57BL/6 mice on day 0, 2 and 9 to induce and prolong inflammatory arthritis and, on day 12, mice were treated i.v. with 2 x 10^6^ monocytes isolated from arthritic mice and incubated with either vehicle (DPBS + 0.1 % EtOH) or 1 nM MCTR3 for 90 min at 37°C. Paws were harvested on day 22 and lipid mediators were identified and quantified using LC-MS/MS. Results are mean ± SEM from 5 mice per group. - = below limits of quantitation**.**

**Supplemental Table 6: Transcript expression of different cell subsets from joint leukocytes from mice treated with monocytes or MCTR3-reprogrammed monocytes.**

**Supplemental Table 7: KEGG Pathway, REACTOME gene sets and GO Biological Processes from mononuclear phagocytes incubated with Vehicle or MCTR3.**

How the deposited data were processed for this re-analysis (not part of the article)

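Single cell RNA sequencing of CD45+ cells from paw joints was available for 4 Mono and 4 Mono+MCTR3 mice. The authors deposited UMI counts per gene and cell barcode, 1 table per group, made with Cell Ranger on the mouse genome GRCm38, with STAR as the aligner named in the methods. They joined the mice of a group with the aggregation step of Cell Ranger. The submitters' processing notes name Cell Ranger, edgeR and GRCm38, and their versions are not given in the sources used here. The 2 groups were aggregated separately, so any equalising of read depth applies within a group and not between the groups. Of the gene rows, 17 repeat an earlier name and were kept apart, and 26 have a name that reads as a date; these hold 0.0738% of the UMIs. A UMI was seen for 16756 of the gene rows.

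The mice of a group were told apart by the barcode suffix, and each mouse is 1 replicate. Pairs of mice of a group shared 0 to 8 barcodes, so no suffix is a copy of another. Their counts differed beyond sampling noise (chi-square per gene 6.98 to 23.74). That value cannot show that the suffixes are separate mice, because different cells of 1 mouse can also differ beyond such noise. The cell filter removed 40 barcodes under 250 genes or 500 UMIs, 40 over 3000 genes and 209 over 5% mitochondrial UMIs, where a barcode can fall under more than 1 limit. Doublets were called with Scrublet per mouse, with 0.8% expected per 1000 cells, and 56 of 10296 cells (0.544%) were called. They were kept, and removing them was an alternative.

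Cells were normalised to their totals with a scale factor of 1000 and log transformed, and clustered in Seurat 5.3.0 (R 4.3.3) on 2000 variable genes, 20 components and a resolution of 0.5. MDM were clustered again on their own with 20 components and a resolution of 0.5. Clusters were scored against 21 marker lists; a marker counted as detected when at least 10% of the cells held it, and a name needed at least 3. The leading genes are the 10 with the highest fold over the other cells, with 10 CPM added to both values. Scanpy 1.11.5, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 under Python 3.11.15 served for doublets, sums and exact tests, and matplotlib 3.10.9 for the figures. The random seed was 1, and 0 for Scrublet.

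UMIs were summed per mouse and class, and edgeR 4.0.16 compared the groups (TMM, filterByExpr, glmQLFit and glmQLFTest, Benjamini-Hochberg adjusted p under 0.05). Standard errors are the absolute log2 fold change divided by the square root of the F statistic. CPM are UMIs of a gene per 1000000 UMIs of the class in that mouse. Shares of cells and single values were compared with a two-sided exact permutation test of the difference of means, whose smallest p with 4 against 4 mice is 0.0286. The 17 gene lists were tested with camera and fry in limma 3.58.1 (log2 CPM, prior count 2). The counts of MDM, myeloid cells, B-cells and T-cells were also tested on simulated data in which 200 genes were changed by known folds. Among 3219 genes simulated at the depth of MDM, 98.9% of those changed by 2 on the log2 scale were recovered, and 10 of 143 calls were false.

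The genes named are those labelled legibly in Figure 5d or named in the paper's text for MDM, the 10 with the largest change in each direction among those past the threshold in MDM (5 in each other class), and, where fewer pass, the highest and lowest log2 ratios among genes with at least 50 UMIs in MDM or 500 in other classes. Examples from lists needed 20 UMIs. The values of the genes in Figure 5d had been seen in the figure. Coordinates come from the GENCODE vM21 annotation of GRCm38.

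For MDM, 22 alternatives set before the data were examined were run. They were DESeq2 1.42.0, edgeR's likelihood ratio test, library totals in place of TMM, no filter on low counts, the paper's rule of 20% of the smallest class (77 of 383 cells, which keeps 8861 genes), each mouse left out, a limit of 10% mitochondrial UMIs, no upper limit on genes per cell, resolutions of 0.3 and 1.0, 10 and 30 components, doublets removed, dendritic cell clusters counted as MDM, and mice with at least 10 cells only. Left out were a test of lining and interstitial macrophages, because no sub-cluster was named so, the log2 ratios meant for a case without a test, and Tables S1 to S3 and S6, which were not used here. For 2 genes that the rule would name, the results are not reported here.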

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

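All tests of an explanation in this part, and the leaving out of single mice for heat shock genes, were chosen after the result was seen. Among 156 groups of 4 mice, 14 had 1 mouse far from the other 3 by Dixon's test at the 95% level, and chance gives about 1 in 20 groups.

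In MDM, Ccl5 reached 352 CPM in Mono+MCTR3 mouse 2 (the others 24.3 to 55.9), where 1 cell held 187 of its 252 UMIs, and Hbb-bs 23827 in Mono+MCTR3 mouse 3 (35.4 to 89.0), where 1 cell held 1700 of its 1704 UMIs. Among Mono mice, the lectin gene Clec4b1 was highest in mouse 4 (112, others 75.4 to 76.9), Hes1 in mouse 2 (506, others 19.2 to 78.9), and Ear2 (552, others 179 to 228) and the chemokine gene Cxcl1 (137, others 0 to 21.7) in mouse 3. Trim47 (16.0, others 48.0 to 54.5) and the scavenger receptor gene Cd36 (28.8, others 101 to 109) were lowest in Mono mouse 1. In myeloid cells, Mono mouse 4 was highest for Hba-a1 (257, others 0.598 to 31.8), Hba-a2 (200.4, others 0 to 23.4) and Hbb-bt (132, others 0 to 14.5). In B-cells, Cebpb reached 217 in Mono+MCTR3 mouse 3 (131 to 138). In T-cells, the granzyme gene Gzma reached 874 in Mono mouse 4 (65.3 to 95.1) and the granule gene Camp 1350.4 in Mono mouse 3 (104 to 141).

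Cell cycle genes were higher in MDM of Mono+MCTR3 mice, with a median log2 fold change of 1.42 (adjusted p = 0.143 with an estimated correlation, 4 of 17 members past the threshold). The sub-cluster of 54 cells was led by Hba-a1, Hbb-bs, Vpreb3, Ebf1, Rrm2, Pclaf, Car2, Stmn1, Top2a and Myl4. Of its cells, 25 held more B-cell or erythroid markers than classical monocyte markers, and they gave 59.9% of its cell cycle UMIs. The other 29 cells were set apart only by this comparison, and whether they are monocytes was not tested. Cycling cells of other types and cycling MDM cannot be told apart as the source, because neither part gave nearly all of these UMIs. Doublets of MDM with other cells stay open as well, since Scrublet called 0% of the 54 cells but no more than 0.544% of all cells, too few for a call to be expected among 54. The 54 cells made up 6.90% ± 4.68 of MDM in Mono and 32.5% ± 16.6 in Mono+MCTR3 (SD, n = 4 mice each, exact permutation p = 0.0286). They numbered 1 to 7 per Mono mouse and 3 to 22 per Mono+MCTR3 mouse. Their larger share thus went together with the higher cell cycle genes. Whether the treatment caused this larger share was not tested.

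Heat shock genes were lower in MDM of Mono+MCTR3 mice (difference of mean log2 level -0.913) and in myeloid cells (-0.463), each with an exact permutation p = 0.0286. These values average 15 and 14 members with at least 20 UMIs. Without Mono+MCTR3 mouse 4, which gave 7 MDM, the difference in MDM was -0.591, and with any other mouse left out it lay between -1.10 and -0.846. In myeloid cells it lay between -0.564 and -0.329 (exact p = 0.0286 or 0.0571 in both classes). Of the list, 10 members were tested gene by gene in each class (median log2 fold change -0.44 in MDM and -0.25 in myeloid cells). As a list they did not pass with an estimated correlation in MDM (adjusted p = 0.17, 1 of 10 members past the threshold) or in myeloid cells (adjusted p = 0.0912, 0 of 10). A handling difference that reached all cells would lower them in lymphocytes as well. There the difference over B-cells, T-cells and NK cells together was -0.28 (exact p = 0.40), with -0.50 in B-cells, -0.39 in T-cells and 0.04 in NK cells. The difference over these 3 classes was -0.50 (exact p = 0.0286) without Mono mouse 4 and -0.0427 (exact p = 0.80) without Mono mouse 2. Handling and treatment cannot be told apart for this list, because with 4 mice against 4 the value in lymphocytes depends on which mouse is kept.

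Other splits of the 8 mice into groups of 4 were counted for each class. In MDM as clustered here the real split called 17 genes and the highest of the others 5. Thus 1 of 35 splits called as many, the smallest share that 35 splits can give. This makes chance less likely for this count but does not exclude it, because the test was chosen after the result was seen. The splits were not counted under the alternatives, several of which called 0 genes with the real split. In myeloid cells the real split called 3 genes, and the split of Mono mice 1 and 4 and Mono+MCTR3 mice 1 and 2 from the rest called 110, which points to a structure of the samples, and chance cannot be excluded (2 of 35). That split also parted the mice by their share of B-cells, 16.6 to 23.8% against 5.46 to 8.23%. With this share as a covariate, an alternative chosen after seeing the data, 12 genes were called in MDM (9 of the 17), 7 in myeloid cells (with the same 3), 0 in B-cells and 1 in T-cells. Among those lost in MDM, Osm had 1.51 (edgeR adjusted p = 0.0614) and Hspa1b -2.34 (0.0572) on the log2 scale. Ebf1 (2.53, 0.0572), Ube2c (2.04, 0.0572) and Fcgr4 (-2.14, 0.09) were lost as well. In B-cells and T-cells the real split called 0 genes, so a count of splits decides nothing there.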

How the results depend on the processing

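The alternatives without nonclassical monocytes, without the 54 unnamed cells and with sub-clusters 0 and 1 only were chosen after seeing the data. So were those with the share of B-cells as a covariate and without the cell with the most Ccl5 or Alas2 UMIs. The cause was not tested for any change below. Of 2204 single values recomputed, 1637 under alternatives set before the data were examined and 210 under those chosen after kept their direction and side of the threshold, 188 and 44 lost the threshold, 83 and 5 gained it and 24 and 13 turned. With library totals and with resolution 0.3 all 93 values each kept their direction and side of the threshold. The number of genes changed in MDM was 20 with library totals.

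The number of genes changed in MDM was 17 and ranged from 0 to 25 with 1 mouse left out. It was 63 with DESeq2, 117 with the likelihood ratio test, 298 with no filter, 82 with the paper's gene rule, 0 with up to 10% mitochondrial UMIs, with no upper limit on genes per cell and with 10 or 30 components, 2 with resolution 1.0, 3 with dendritic cell clusters counted as MDM, 0 without nonclassical monocytes, 2 with sub-clusters 0 and 1 only, 1 without the 54 cells and 12 with the share of B-cells as a covariate. For myeloid cells the count of 3 ranged from 0 to 6 with 1 mouse left out and was 9, 47 and 6 with the likelihood ratio test, no filter and the paper's gene rule, 0 with no upper limit on genes or without doublets, 7 with the covariate and 0 without the cell with the most Alas2 UMIs. For B-cells it ranged from 0 to 2 with 1 mouse left out and was 2, 17 and 1 under the same 3 settings, and for T-cells from 0 to 1, with 1, 27 and 2 and with 1 under the covariate. The 9 gene lists past the threshold in MDM were 7 to 11 with 1 mouse left out, 0 with an estimated correlation, 5 with 10 components, 3 without the 54 cells and 1 with sub-clusters 0 and 1 only.

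The share of B-cells (Mono+MCTR3 minus Mono, percentage points) ranged from -1.79 to 4.32, the share of MDM from -2.79 to -1.07, the share of T-cells from -1.69 to 0.463 and the share of myeloid cells from -1.33 to 7.61. It turned to -0.292 without Mono mouse 2 and -1.79 without Mono+MCTR3 mouse 2 for B-cells, to -0.845 and -1.33 without Mono mouse 4 and Mono+MCTR3 mouse 3 for myeloid cells, and to 0.463 and 0.183 without the same mice for T-cells.

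Single genes also turned. Ranges with 1 mouse left out, as log2 fold changes, were lowest without Mono+MCTR3 mouse 2 for Ngp in MDM (-0.25 to 0.67), Camp in MDM (-0.51 to 0.63), Ctsl in MDM (-0.20 to 1.01), Gm26917 in MDM (-0.19 to 0.65), Ier3 in MDM (-0.33 to 0.79), Tnf in MDM (-0.63 to 0.62), Bst2 in MDM (-0.17 to 0.38), Chil3 in myeloid cells (-0.0120 to 0.81), Camp in B-cells (-0.33 to 0.95) and Ngp in B-cells (-0.72 to 0.49). They were lowest without Mono+MCTR3 mouse 1 for Tcf4 in MDM (-0.28 to 0.35) and Cd36 in MDM (-0.0212 to 0.47). They were highest without Mono mouse 4 for Ccl5 in MDM (-2.73 to 0.25) and Gzma in T-cells (-1.99 to 0.31), and without Mono mouse 3 for Camp in T-cells (-2.23 to 0.32). Bst2 in MDM was -0.0115 with no filter, -0.0529 with resolution 1.0 and -0.0125 without nonclassical monocytes, and Tnf in MDM -0.0920 with the likelihood ratio test. Ear2 in MDM was 0.0376 without nonclassical monocytes and 0.58 with sub-clusters 0 and 1 only. Hmgn2 in MDM was -0.23 and Hmgb2 in MDM -0.26 with sub-clusters 0 and 1 only, and -0.0735 and -0.14 without the 54 cells. Camp in T-cells was 0.29 without doublets. With the share of B-cells as a covariate, Camp in MDM was -0.16, Sox4 in MDM -0.25, Gm26917 in MDM -0.00959, Bst2 in MDM -0.29, Tnf in MDM -0.26 and Ngp in B-cells -0.20. Without the cell with the most Ccl5 UMIs, Ccl5 in myeloid cells was -0.92 and lost the threshold, and without the cell with the most Alas2 UMIs both Alas2 (3.70) and Ccl5 (-1.20) lost it.

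Depth limits MDM most, where Mono+MCTR3 mice 3 and 4 gave 11 and 7 cells. The log2 ratios meant for data without a test were not run, because a test could be run, and a resolution of 1 for the sub-clusters gave no lining or interstitial subset. No paired analysis was possible because the labels give no replicate number shared between the groups.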

Differences from the paper's values

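The paper used edgeR's likelihood ratio test with an adjusted p under 0.05, and its methods do not say whether cells or mice entered as replicates. The values here take mice as replicates. The paper reports 41 genes changed in MDM. At the same threshold, 17 were found here with edgeR's quasi-likelihood test and 117 with its likelihood ratio test. Each of the 22 alternatives set before the data were examined also differed from 41. The nearest were 25 without Mono mouse 1, 20 with library totals and 63 with DESeq2, and the others ranged from 0 to 17 or from 82 to 298.

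A log2 fold change was counted as different where it lay more than 1 SE from the value read in the figure, which is a narrow limit. In the main fit Spp1, Ifitm1, Fabp5, Hes1 and Hspa1a did not differ by this limit, and Ngp and Hspa1b did. Each gene that did not differ there did so under some alternatives set before the data were examined. Hes1 had -0.82 without Mono mouse 2. With up to 10% mitochondrial UMIs, no upper limit on genes per cell, resolution 1.0, and 10 or 30 components it lay between -4.08 and -3.88. Spp1 had 4.03 without Mono mouse 4, Fabp5 0.92 without Mono+MCTR3 mouse 2, and at resolution 1.0 Ifitm1 had 0.58 and Hspa1a -3.05. For Ngp in MDM, the paper's log2 fold change is about 1.7 in Fig. 5d, read by eye, against 0.49 here, and of the alternatives set before the data were examined only 30 components (1.61) did not differ. For Hspa1b it is about -2.0 in Fig. 5d, read by eye, against -2.64 here. The alternatives set before the data were examined that did not differ for Hspa1b were those without Mono mouse 2, with up to 10% mitochondrial UMIs, with no upper limit on genes per cell, with 10 or 30 components and with dendritic cell clusters counted as MDM, and the rest did.

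Fig. 5d labels 27 genes as higher that could be read. Of these 16 were tested, all 16 with a positive log2 fold change (median 0.90), 8 at an unadjusted p under 0.05 and 1, Osm, past the adjusted threshold. It labels 13 as lower, of which 9 were tested, all 9 negative (median -2.20), 8 at an unadjusted p under 0.05 and 2, Hspa1b and Fcgr4, past the threshold. Without the filter on low counts, 24 of 26 labelled as higher were positive, with Ltf (-0.19) and Bst2 (-0.0115) negative, and all 13 labelled as lower were negative. The study chose these genes on the same samples, so their direction is not independent evidence.

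Of the 22 alternatives set before the data were examined, 5 called more than the 3 labelled genes Osm, Hspa1b and Fcgr4, 4 called 3, 4 called fewer and 9 called none. With no filter on low counts, 12 higher and 12 lower genes were called, among them Spp1, Fabp5, Ifitm1, Timp1, Mmp14, Basp1, B930036N10Rik, Hbb-bs, Rgs1, Il1rn, Hspa1a, Cd300e, Ace, Treml4, Trim47, Nupr1, Ifit1, Clec4b1, Hes1 and Ear2. The paper's gene rule called 3 and 7, with Fabp5, Hbb-bs, Hspa1a, Nupr1, Ifit1, Clec4b1 and Ear2, and the likelihood ratio test 2 and 7, with Hbb-bs, Hspa1a, Trim47, Nupr1, Clec4b1 and Ear2. DESeq2 called 1 and 3, with Nupr1 and Ear2, and leaving out Mono mouse 1 gave 1 and 4, with Ace and Nupr1. Among the settings that called as many or fewer, leaving out Mono+MCTR3 mouse 3 gave 2 and 1, with Fabp5, and resolution 1.0 gave 1 and 1, with Hspa1a. None was called without Mono mouse 2, 3 or 4, without Mono+MCTR3 mouse 1 or 2, with up to 10% mitochondrial UMIs, with no upper limit on genes per cell, or with 10 or 30 components. Chosen after the values were seen, sub-clusters 0 and 1 only gave 1 and 1, with Hspa1a, leaving out the 54 cells gave 1 and 0, and leaving out nonclassical monocytes or adding the share of B-cells as a covariate gave 0 and 0. Without a filter, again chosen after the values were seen, the likelihood ratio test gave 3 and 11, DESeq2 1 and 5, and leaving out Mono+MCTR3 mouse 2 gave 3 and 11, with Ccl5.

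The paper names lining, MHCII+ interstitial and RELM-α+ interstitial macrophages, with the lining cells most numerous. No sub-cluster was named for any of these subsets in the 9 clusterings run here. The lining markers Vsig4, Cldn5 and Tjp1 had 0 UMIs in all 383 MDM, while Trem2, another, had 235 in the macrophage-like sub-cluster. Markers without UMIs could not count towards a lining name, so the naming cannot decide whether lining macrophages were present. The paper places osteoclast differentiation and arginine and proline metabolism among the processes regulated in MDM. Here 0 of the lists passed the threshold with an estimated correlation, though 6 osteoclast genes were lower when adjusted over the list alone. With the preset correlation the osteoclast list passed in 18 of 20 settings and the arginine and proline list in 0. The paper tested over-representation among its differentially expressed genes, which differs from the camera test used here.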

Other observations

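The lists for the other cell classes were an alternative chosen after seeing the data. In MDM, immediate early genes, which cells switch on within minutes of a stimulus or of tissue digestion, were mostly lower in Mono+MCTR3. Of 19 tested, 18 had a negative log2 fold change (median -0.53), 0 passed edgeR's threshold over all genes and 4 were lower when adjusted over the list alone (adjusted p = 0.22 with an estimated correlation). Heat shock genes followed, with 9 of 10 negative (median -0.44), 1 past the threshold, 5 lower when adjusted over the list alone and an adjusted p = 0.17 with an estimated correlation. Genes of lipid mediator synthesis and sensing had 9 of 10 negative (median -0.49, adjusted p = 0.158 with an estimated correlation), with Hpgd, which inactivates prostaglandins, at -1.07 (adjusted p = 0.272; -1.90 and -0.55 without Mono+MCTR3 mice 1 and 2). Interferon-stimulated genes had 10 of 12 negative in MDM (median -0.63, 1 lower when adjusted over the list alone, adjusted p = 0.494 with an estimated correlation). Antigen presentation genes had 8 of 21 positive (median -0.48, adjusted p = 0.494 with an estimated correlation), with Cd74, the MHC class II chaperone, at -1.15 (adjusted p = 0.588).

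Tissue repair genes went both ways in MDM, 9 of 15 positive (median 0.22, 1 higher and 1 lower when adjusted over the list alone, adjusted p = 0.842 with an estimated correlation). Inflammatory cytokines and chemokines had 6 of 16 positive (median -0.04, adjusted p = 0.661 with an estimated correlation), with Osm past the threshold. Glycolysis and HIF-1 genes had 9 of 14 positive (median 0.11, adjusted p = 0.731 with an estimated correlation), and efferocytosis genes 3 of 10 (median -0.37, adjusted p = 0.494). Of the DNA methylation and chromatin enzymes, 5 were tested and 3 were positive (median 0.03, adjusted p = 0.494 with an estimated correlation), with Ezh2 at 1.12 (adjusted p = 0.272). Of the flow cytometry markers of Figures 1, 6 and 7, 5 were tested and 2 were lower when adjusted over the list alone (median -0.14, adjusted p = 0.239 with an estimated correlation). Neutrophil granule genes had 2 of 9 positive (median -0.27, 1 past the threshold, adjusted p = 0.489 with an estimated correlation). Fewer than 3 genes each of the paw RT-qPCR list and the erythroid list were tested in MDM. With the preset correlation 9 lists passed the threshold in MDM, and with an estimated one 0.

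Outside MDM, interferon-stimulated genes of T-cells had 10 of 11 negative (median -0.47, 5 lower when adjusted over the list alone, adjusted p = 0.0530 with an estimated correlation). In myeloid cells 18 of 21 were negative (median -0.36, adjusted p = 0.467 with an estimated correlation), and in NK cells 4 of 5 were positive (median 0.15, adjusted p = 0.699). NK cells had 0 of 2230 genes past edgeR's threshold, with 110 at an unadjusted p under 0.05, and no other tool was run on them.

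By the log2 ratio of UMIs summed over the MDM of each group, with 10 CPM added to each value, the highest of 4716 genes with at least 50 UMIs were genes of other cell types. They were the basophil or mast cell protease genes Prss34 (6.29) and Mcpt8 (6.00) and the haemoglobin genes Hba-a1 (6.17), Hbb-bs (5.87), Hbb-bt (5.43) and Hba-a2 (5.15). Each rested mostly on 1 cell. A cell of Mono+MCTR3 mouse 3 held 1751 of the 1772 UMIs of Hba-a1 in Mono+MCTR3 and 1700 of the 1774 of Hbb-bs, and without this mouse the ratios of the haemoglobin genes were 0.43, 1.49, 0.59 and 0.02. A cell of Mono+MCTR3 mouse 1 held all 1033 UMIs of Prss34 and 840 of the 842 of Mcpt8, and without that mouse their ratios were -0.29 and 0.02. Leaving out these mice was chosen after seeing the data.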
